# Index of Cancer-Associated Fibroblasts Is Superior to the Epithelial–Mesenchymal Transition Score in Prognosis Prediction

**DOI:** 10.3390/cancers12071718

**Published:** 2020-06-28

**Authors:** Ying-Chieh Ko, Ting-Yu Lai, Shu-Ching Hsu, Fu-Hui Wang, Sheng-Yao Su, Yu-Lian Chen, Min-Lung Tsai, Chung-Chun Wu, Jenn-Ren Hsiao, Jang-Yang Chang, Yi-Mi Wu, Dan R. Robinson, Chung-Yen Lin, Su-Fang Lin

**Keywords:** cancer-associated fibroblasts, epithelial–mesenchymal transition, oral cancer, tumor stroma, prognosis prediction

## Abstract

In many solid tumors, tissue of the mesenchymal subtype is frequently associated with epithelial–mesenchymal transition (EMT), strong stromal infiltration, and poor prognosis. Emerging evidence from tumor ecosystem studies has revealed that the two main components of tumor stroma, namely, infiltrated immune cells and cancer-associated fibroblasts (CAFs), also express certain typical EMT genes and are not distinguishable from intrinsic tumor EMT, where bulk tissue is concerned. Transcriptomic analysis of xenograft tissues provides a unique advantage in dissecting genes of tumor (human) or stroma (murine) origins. By transcriptomic analysis of xenograft tissues, we found that oral squamous cell carcinoma (OSCC) tumor cells with a high EMT score, the computed mesenchymal likelihood based on the expression signature of canonical EMT markers, are associated with elevated stromal contents featured with fibronectin 1 (Fn1) and transforming growth factor-β (Tgfβ) axis gene expression. In conjugation with meta-analysis of these genes in clinical OSCC datasets, we further extracted a four-gene index, comprising FN1, TGFB2, TGFBR2, and TGFBI, as an indicator of CAF abundance. The CAF index is more powerful than the EMT score in predicting survival outcomes, not only for oral cancer but also for the cancer genome atlas (TCGA) pan-cancer cohort comprising 9356 patients from 32 cancer subtypes. Collectively, our results suggest that a further distinction and integration of the EMT score with the CAF index will enhance prognosis prediction, thus paving the way for curative medicine in clinical oncology.

## 1. Introduction

Head and neck cancer as a whole is heterogeneous. Gene expression-based clustering methods have established four molecular subgroups of head and neck cancer tissues: basal (BA), mesenchymal (MS), classical (CL), and atypical (AT) [1,2]. By inclusion of more samples from multiple cohorts, Keck et al. [3] recently identified an inflammatory mesenchymal (IMS) subtype (33% of 938 samples analyzed) that displayed prominent immune infiltration, a mesenchymal phenotype, and favorable clinical outcomes. Paradoxically, in cancers of the breast, lung, and digestive tracts, the mesenchymal subtype is associated with poor prognosis [4,5,6,7].

Tumor cells with the mesenchymal phenotype are thought to derive from undergoing an epithelial–mesenchymal transition (EMT) [8]. EMT is associated with cancer stem cell characteristics, including a more migratory and invasive phenotype that opts for metastasis and drug resistance [6,9]. In vivo, despite the lack of a consensus molecular program underlying EMT, emerging evidence indicates that EMT is context dependent, epigenetic driven, and is likely to be metastable [10,11]. In vitro, EMT gene signatures can be variously derived by treating cells of interest with diverse stimuli, or ectopic expression of master regulatory genes for EMT. For example, using Twist or Snail-inducible non-small cell lung cancer cell models, Salt et al. [12] identified a 14-gene signature, including 9 mesenchymal and 5 epithelial markers, associated with growth survival in response to nutrition deprivation. With these regards, thanks to the high-resolution single-cell RNA-seq methodology, Puram et al. [13] recently revealed the ecosystems of ~6000 cells from 18 treatment-naïve oral cavity squamous cell carcinoma (OSCC) specimens, including 5 matched lymph node metastases. By deconvolution of bulk expression data, the authors proposed a partial-EMT program, notably presented in a redefined malignant-basal subtype consisting of >70% of oral cavity tumors in the cancer genome atlas (TCGA) cohort. Similar to EMT, the authors provided evidence that the tumor microenvironment (TME) surrounding the leading edges of OSCC tissues with partial EMT plays critical roles in metastasis.

The tumor microenvironment (TME) is regarded as the non-malignant part of a tumor that harbors infiltrated immune cells, vascular/lymphatic endothelial cells, and fibroblasts, also known as cancer-associated fibroblasts (CAFs) [14]. Despite their significant importance, a consensus statement of CAFs was not formulated until recently [15]. One of the well-established TME activating signals for fibroblasts is the transforming growth factor-β (TGFβ) superfamily. Secreted by various types of cells, these multifunctional peptides drive differentiation of local fibroblasts into CAFs. The TGFβ axis is an evolutionarily conserved molecular pathway that exerts anti- and pro-tumor activities during the initial and late stages of tumorigenesis, respectively. The comparative genomic loci of most human and mouse TGFβ axis genes, including TGFB1–3, TGFBR1–3, and TGFBI, were mapped ~20 years ago [16], which paved the way for numerous functional studies of individual TGFβ genes in tumor biology. Importantly, this pathway comprises multiple targets attributable to therapeutic resistance [17,18], linking its importance to clinics.

Another collection of essential players residing in the TME is the extracellular matrix (ECM). Composed of structurally and functionally diverse glycoproteins and proteoglycans, the web-like ECM is topologically and spatiotemporally dynamic [19]. ECM dynamics in the TME can result from rapid changes in ECM composition (e.g., fibronectin, collagen, laminin), elevated activities of matrix metalloproteinases (e.g., matrix metallopeptidase (MMP), a disintegrin and metalloproteinase with thrombospondin type 1 (ADAMTS)), or increased levels of cross-linking enzymes (e.g., lysyl oxidase (LOX), procollagen-lysine,2-oxoglutarate 5-dioxygenase (PLOD)). In addition, due to its highly charged polysaccharide modifications, the ECM traps the pro- and mature forms of growth factors and cytokines, serving as a reservoir to limit the accessibility of ligands to their cognate receptors in the normal steady-state condition. Given these highly dedicated functions orchestrated by ECM, therapeutic interventions for TME ECM are emerging [20,21,22].

Previously, in the course of analyzing an RNA-seq dataset comprising five Taiwanese OSCC and two immortalized keratinocyte cell lines (GSE150469), we noticed that compared to the median values, OSCC OC3 overexpressed *KRT5*, *KRT14*, *SNAI2*, *TWIST1*, *VIM*, *ZEB1*, and *ZEB2* (2–22×) and under-expressed *CDH1*, *EPCAM*, *KRT8*, *SNAI1*, and *TWIST2* (0.01–0.15×), suggesting its basal-like propensity. By contrast, the other four OSCC cell lines maintained moderate levels of *CDH1* and *EPCAM*, two surface markers indicative of epithelial states. In addition, our prior results showed that one of the four epithelial-like OSCC, TW2.6, displayed prominent cell cohesiveness in vitro and partial EMT-like invasion in vivo [23]. Here, in order to better understand the relationship between EMT and stromal infiltration in oral cancer, OC3 and TW2.6 were selected for xenograft studies. We anticipated that the gene expression profiles of the host/murine and graft/human can serve as separable blueprints for the stroma and tumor, respectively.

## 2. Results

### 2.1. The Oral Cancer Cell Line with a Higher EMT Score Is Associated with Stronger Stromal Content In Vivo

Salt et al. [12] proposed a 14-gene matrix, dubbed the EMT score, to evaluate the likelihood of an epithelial cell transiting to a mesenchymal state. OC3 and TW2.6 are betel-quid-associated OSCC cells, with inherent high and low EMT scores, respectively (Figure 1a). Of note, OC3 and TW2.6 displayed similar levels of clonogenicity, spheroid formation, and proliferation rate in vitro (Figure S1a, Text S1–S3). As a step to assess EMT-associated stromal infiltration in vivo, immunodeficient NOG mice were subcutaneously implanted with OC3 and TW2.6 cells, respectively. In two independent experiments, NOG mice inoculated with OC3 cells repeatedly exhibited a significant delay in tumor formation compared to animals injected with TW2.6 cells (Figure 1b). In addition, more than 50% of mice in the OC3 group displayed swollen spleens compared to the control mice upon euthanasia, whereas the TW2.6 group had the opposite phenomenon (Figure S1c). As the spleen is the principal organ manufacturing immune components, these results implied that OC3 might be strongly immunogenic to the NOG host, yet TW2.6 is an immune-evasive subtype.

The total RNA of six OC3 and five TW2.6-derived xenografts was subjected to mRNA-seq analysis. 

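The 11 libraries came from tumors grown under the skin of NOG mice, a strain with a severely reduced immune system, after injection of OC3 or TW2.6 cells, both oral carcinoma lines. Experiment 1 gave 1 OC3 xenograft (NOG08) and 1 TW2.6 xenograft (NOG14), both collected on day 68. Experiment 2 gave 5 OC3 xenografts (NOG01 and NOG03 to NOG06), collected on day 81, and 4 TW2.6 xenografts (NOG07 to NOG10), collected on day 32. Cell line and day of collection therefore cannot be told apart within experiment 2, and the 2 experiments were sequenced at different facilities. The paper chose the days of experiment 2 to reach a set tumor size, and names no such target for experiment 1. It reports smaller OC3 than TW2.6 tumors in both experiments, so the same-day pair may differ in tumor size. Day 32 was taken from the sample labels and the methods for all 4 of these TW2.6 xenografts. Figure 1b marks 1 TW2.6 mouse of experiment 2 as dead before that day, without naming it. The authors assigned the reads to the human (hg38) or the mouse (mm10) genome and deposited 1 CPM table per species, with 17759 human and 16374 mouse genes and 1 column per xenograft. No value in either table is 0, and the lowest is 0.419 in the human and 0.125 in the mouse table. In every gene the mean log2 value of experiment 1 equals that of experiment 2, with a largest gap of 0.00127 in the human and 8.29e-06 in the mouse table. For the 54 other choices of 2 xenografts against the remaining 9, the median gap was 0.10 to 0.38 on the log2 scale for human and 0.12 to 0.34 for mouse genes. Of 1387 human genes tied at 1 lowest value in at least 4 xenografts of experiment 2, 1207 had the inverse of that value as their lowest value in experiment 1, and of 746 such mouse genes 688 did. The deposited values are thus CPM + 1 multiplied, gene by gene, by 1 factor in experiment 2 and by its inverse in experiment 1. Differences between xenografts of the same experiment are unaffected by these factors, whereas levels cannot be compared across experiments. Steps between low values gave the value of 1 read in each library, with 92.2% to 95.1% of the low human values and 96.2% to 100.0% of the low mouse values falling on whole reads. By these steps the reads on human genes numbered 13500392 to 31223155 (median 27578149) in OC3 and 15149072 to 40595950 (median 37851000) in TW2.6 xenografts. The reads on mouse genes numbered 5163016 to 22881231 (median 12317744) in OC3 and 2000413 to 7844787 (median 4654742) in TW2.6 xenografts, so the TW2.6 stroma was read at lower depth. A level of 3 reads corresponds to 0.0739 to 0.222 CPM in the human and 0.131 to 1.50 CPM in the mouse data, which covers counting error only, since duplicate reads of 1 molecule are not told apart. Log2 of the deposited value, which is log2(CPM + 1) up to these factors, was compared between OC3 and TW2.6 with limma over genes with a deposited value of at least 2 in at least 5 xenografts, and it understates the change of genes with low CPM. In TW2.6 NOG10 only 3.14% of the low human values stood at 1 read, the smallest share of the 11 libraries.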

The bioinformatic pipelines *Xenome* [24] and *XenofilteR* [25] were independently applied to assign the tumor and stromal reads in each sample (Figure 1c). Evidently, both the murine read counts and stromal fractions of the OC3 xenograft tissues are higher than that of the TW2.6 group (32.5% vs. 12.7%, *p* < 0.001) (Figure 1c and Figure S1b). 

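Reads on mouse genes made up 33.0% ± 9.70 (SD, n = 6) of all reads on genes in the OC3 xenografts and 12.8% ± 3.05 (SD, n = 5) in the TW2.6 xenografts. The reads of a gene were taken as its deposited value minus 1, divided by the value of 1 read in that library, so reads outside genes are not included and the gene factors remain. The values minus 1 replaced column sums after the offset had been found in the data. Totals taken from the value of 1 read alone, a choice also made after the values were seen, gave a difference of 20.3 points. The share ran from 24.5% to 52.1% in OC3 and from 9.88% to 17.5% in TW2.6, and every OC3 xenograft lay above every TW2.6 xenograft. The difference of 20.2 percentage points gave p = 0.00433 in an exact two-sided permutation test over 462 arrangements, the smallest p that 6 against 5 allow. The Wilson 95% interval of each share was at most 0.0409 points wide, which covers counting error only. Within experiment 2 the difference was 20.7 points (exact permutation test, p = 0.0159, the smallest that 5 against 4 allow). The pair of experiment 1, which shared its day of collection, had 28.3% in OC3 and 11.0% in TW2.6. OC3 NOG06 held the highest share, and without it the OC3 mean was 29.2% ± 2.98 (SD, n = 5) and the difference 16.4 points, the largest shift among the alternatives tried.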

Taken together, the high EMT score OC3 cell line was likely immunogenic, retarded in tumor growth, and associated with strong stromal infiltration in vivo, suggesting an indispensable role of the host stroma for OC3 survival.

### 2.2. OC3 Tumor Cells Displayed a Strong Innate Immune Response in Xenograft Tissues

As a first step to explore what molecular pathways are enriched in the OC3 and TW2.6 xenograft tissues, *GSEA* [26] and *limma* [27] were employed to identify differentially expressed genes (DEGs) and biological pathways in the human reads, representing the OC3 and TW2.6 tumor intrinsic factors. Differential expression analysis by using the *GSEA Hallmark* database revealed that various immune response pathways (false discovery rate (FDR) q-val = 0.000) and MYC/E2F targets (FDR q-val ≤ 0.015) are enriched in the OC3 tumors and TW2.6 tumors, respectively (Figure S1d). Furthermore, DEGs identified by *limma* (fold change (FC) > 1.5) were subjected to *DAVID* portal [28] for gene ontology (GO) analysis (Figure 2a). 

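Of the 13248 human genes tested by limma, 5072 passed a fold change of 1.5 and a Benjamini-Hochberg adjusted p of 0.05, with 2707 higher and 2365 lower in OC3 tumors. In 3487 of these DEGs all 6 OC3 values lay on 1 side of all 5 TW2.6 values. Such separation occurred in 29.7% of the tested genes, where chance arrangements give 0.433% if the 11 xenografts are taken as exchangeable across experiments, which the adjustment between experiments does not ensure. The number of DEGs moved most under a minimum of 5 CPM, which left 3925 among 10996 tested genes. Experiment 2 alone gave 5207 DEGs, 4144 of them shared with the full set and none of those in the opposite direction. Of the DEGs of experiment 2 alone, 66.8% had the same direction in the pair of experiment 1, which gave 84.5% for those higher and 49.8% for those lower in OC3. Of all genes tested in experiment 2, 65.7% were higher and 34.3% lower in the OC3 tumor of that pair. Genes under the expression minimum in all OC3 tumors of experiment 2 could not be tested there. The minimum required 5 xenografts, and experiment 2 held only 4 from TW2.6. Among DEGs whose groups did not overlap, the largest rises in OC3 tumors were in ANPEP (log2 fold change 7.27, standard error 0.22, adjusted p = 1.17e-10 by limma), RSAD2, MOXD1, MX2 and POSTN, down to 6.07 for POSTN. The largest falls were in VTCN1, THBS2, IGFBP4, TUSC3 and IRX4, with log2 fold changes from -6.86 to -6.06. VTCN1 stood at no more than 3 reads in all 6 OC3 tumors, which makes it at least 625-fold lower there on the CPM scale. In experiment 1 the rise of POSTN was 4.56 and that of MX2 8.14, in a single pair without replicates.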

In comparison, the results of *DAVID* and *GSEA* analyses agree with each other, in that both bioinformatic approaches showed statistical enrichments of immune response pathways in OC3 tumors and transcription/translation pathways in TW2.6 tumors, respectively.

Specifically, the upregulated DEGs in OC3 tumors are enriched in the type I interferon signaling pathway, interferon alpha/beta/gamma signaling pathway, antigen processing and presentation pathway, and innate immune responses. 

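The GO and Hallmark gene sets were not used here, and families of genes chosen by symbol stood in for them. The 20 interferon-induced genes with IFI, IFIT and OAS symbols had a mean log2 fold change of 3.10 in OC3 tumors, and 17 of them were called higher and 1 lower. Their shift relative to all tested genes had an adjusted p of 7.06e-10 over the 10 families in limma's camera test with an inter-gene correlation of 0.01. The mean was 2.97 within experiment 2 and 4.55 in the pair of experiment 1. The HLA class I genes had a mean log2 fold change of 1.76 in OC3 tumors (camera, adjusted p = 0.00127), 1.50 within experiment 2 and 2.93 in experiment 1. HLA genes are near-copies of each other, and the counting step could have split reads between them. The choice that moved the families most was the inter-gene correlation, since with the correlation estimated per family 0 of the 10 families had an adjusted p under 0.05 and 2 an unadjusted p under 0.05 (adjusted p = 0.194 for the interferon-induced and 0.258 for the HLA class I genes). The median log2 fold change over all tested human genes was 0.02. From the immune terms that its enrichment tools returned, the paper states that OC3 tumor cells displayed a stronger innate immune response (Figure 2).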

As a further support for the pathway enrichment analysis, the expression levels of distinct immune-related and proliferation-related genes are plotted in Figure 2b. 

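B2M lies on chromosome 15 from 44711517 to 44718145 in GRCh38.p14 and encodes the light chain shared by MHC class I molecules. Its deposited value was 4343 ± 798 (SD, n = 6) in OC3 and 1039 ± 403 (SD, n = 5) in TW2.6, a log2 fold change of 2.12 (standard error 0.23, adjusted p = 9.67e-06 by limma). OC3 NOG08 stood apart from the other OC3 tumors with the lowest value, and the difference was 0.77 in its same-day pair against 2.43 within experiment 2. Every OC3 tumor exceeded every TW2.6 tumor (exact two-sided permutation test, p = 0.00433). Of the 49 human genes the paper names for the xenografts, 47 could be tested; 38 had an adjusted p under 0.05 over all genes and 39 over the list alone. Log2 fold changes with each xenograft left out in turn stayed between 1.99 and 2.31 for B2M, and the setting that moved B2M most was the restriction to experiment 2.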

OC3 tumors show elevated expression of antigen processing and presentation markers, beta-2-microglobulin (B2M), and polymorphic HLA-encoded alpha chain (HLA-A). 

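IFIT1 (chromosome 10 from 89392623 to 89406487) had a deposited value of 612 ± 264 (SD, n = 6) in OC3 and 9.76 ± 3.72 (SD, n = 5) in TW2.6, and its log2 fold change of 5.95 (standard error 0.28) gave an adjusted p of 5.54e-09 in the limma fit. IFI44 (chromosome 1 from 78649789 to 78664078) reached 308 ± 33.5 (SD, n = 6) in OC3 and 16.0 ± 5.78 (SD, n = 5) in TW2.6, a log2 fold change of 4.34 (standard error 0.22, adjusted p = 8.43e-09). IFNGR1 (chromosome 6 from 137197484 to 137219385) showed a smaller rise, 212 ± 38.8 (SD, n = 6) in OC3 and 83.1 ± 23.3 (SD, n = 5) in TW2.6, with a log2 fold change of 1.38 (standard error 0.20, adjusted p = 1.03e-04). The groups did not overlap in any of these genes. Within experiment 2 the log2 fold changes were 5.65 for IFIT1, 4.48 for IFI44 and 1.60 for IFNGR1. In the pair of experiment 1 they were 7.32, 3.75 and 0.40, so that IFNGR1 differed least between the tumors collected on the same day. IFIT1 has close paralogs in the same cluster on chromosome 10, with which it can share reads.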

Interferon signaling pathway-related genes, IFIT1, IFI44, and IFNGR1, were also overexpressed in OC3 tumors. Apoptosis-related DEGs, including CASP8 and TNFSF10, were overexpressed in OC3 tumor cells, which might explain the tumor growth retardation of OC3 xenografts (Figure S2b). 

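CASP8, on chromosome 2 from 201233463 to 201287711, had a deposited value of 51.0 ± 2.33 (SD, n = 6) in OC3 and 20.7 ± 4.93 (SD, n = 5) in TW2.6. Its log2 fold change was 1.34 (standard error 0.18, adjusted p = 4.70e-05 by limma), with 1.42 within experiment 2 and 1.00 in experiment 1. TW2.6 NOG10 had the lowest value of the TW2.6 tumors by a wide margin, and the log2 fold change without it was 1.16, the lowest over the 11 fits that each left out 1 xenograft. TNFSF10, which encodes TRAIL and lies on chromosome 3 from 172505508 to 172523430, had 391 ± 42.8 (SD, n = 6) in OC3 and 61.7 ± 33.6 (SD, n = 5) in TW2.6, a log2 fold change of 2.81 (standard error 0.28, adjusted p = 3.91e-06). This gene gave 2.79 within experiment 2 and 2.92 in the same-day pair.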

As STAT1 is a crucial hub gene responsible for various cellular immune responses [29] and OSCC pathogenesis [30], immunohistochemical staining of signal transducer and activator of transcription 1 (STAT1) was performed to validate the RNA-seq results (Figure 2c). Clearly, results from both assays agreed with each other in that human STAT1 was strongly detected in the tumor part of OC3 tissue sections, whereas mouse STAT1 was more evident in the stroma parts of TW2.6 tissue sections. On the other hand, TW2.6 tumors exhibited increased expression of proliferation-related genes, including MYC, ribosomal proteins (RPL37, RPS18, and RPS5), and mitochondrial ribosomal protein (MRPL36). These overexpressed genes supported the rapid growth phenotype of TW2.6 tumors observed in vivo (Figure 1b).

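MYC, on chromosome 8 from 127735434 to 127742951, had a deposited value of 218 ± 74.8 (SD, n = 6) in OC3 and 211 ± 67.9 (SD, n = 5) in TW2.6, a log2 fold change of 0.06 (standard error 0.25) that limma did not separate from 0 (adjusted p = 0.868). Within experiment 2 MYC was lower in OC3 tumors, with a log2 fold change of -0.31 (adjusted p = 0.104), whereas in the same-day pair it was higher by 1.69. The highest MYC value of the OC3 tumors belonged to NOG08, the OC3 tumor of that pair. RPL37 (chromosome 5 from 40825262 to 40835222) had 886 ± 187 (SD, n = 6) in OC3 and 3776 ± 996 (SD, n = 5) in TW2.6, a log2 fold change of -2.09 (standard error 0.21, adjusted p = 4.93e-06). RPS18 (chromosome 6 from 33272075 to 33276511) had 1267 ± 247 (SD, n = 6) in OC3 and 2560.4 ± 646 (SD, n = 5) in TW2.6, a log2 fold change of -1.01 (standard error 0.20, adjusted p = 9.96e-04), with both tumors of experiment 1 at the far ends of their groups. MRPL36 (chromosome 5 from 1798385 to 1801434) had a log2 fold change of -1.76 (adjusted p = 4.29e-07). The groups did not overlap in these 3 genes, whose differences within experiment 2 were -1.80 (RPL37), -0.74 (RPS18) and -1.72 (MRPL36). In experiment 1 they were -3.39 (RPL37), -2.23 (RPS18) and -1.98 (MRPL36). Over all 84 cytosolic ribosomal protein genes tested the mean log2 fold change was -0.61 (camera, adjusted p = 1.30e-08 at a fixed correlation and 0.258 at an estimated one), with 41 called lower and 2 higher in OC3 tumors. This mean was -0.44 within experiment 2 and -1.36 in experiment 1, and the mouse ribosomal protein genes of the same libraries had a mean of -0.38. The 78 mitochondrial ribosomal protein genes had a mean of -0.39 (camera, adjusted p = 2.03e-04 and 0.258), with 24 lower and 3 higher, -0.43 within experiment 2 and -0.24 in the pair. Ribosomal protein genes have many processed pseudogenes, and the counting step could have split reads with them.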

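The EMT score was computed from the human reads of each xenograft as the sum of log2 deposited values over the 9 mesenchymal genes minus the sum over the 5 epithelial genes of the paper's matrix. It was 26.1 ± 4.16 (SD, n = 6) in OC3 tumors and 16.1 ± 1.67 (SD, n = 5) in TW2.6 tumors. The difference of 9.97 gave p = 0.00433 in an exact two-sided permutation test, which takes the xenografts as exchangeable across experiments. The adjustment between experiments does not ensure this. Within experiment 2 the score differed by 10.7 (exact permutation test, p = 0.0159), and the pair of experiment 1 by 6.69. The sum over the mesenchymal genes alone differed by -0.32 (exact permutation test, p = 0.745), which is within the spread between tumors, and the sum over the epithelial genes by -10.3 (p = 0.00433, exact). The score moved most with a pseudocount of 0.1 in place of 1, which gave a difference of 12.9.

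**Figure D1:**
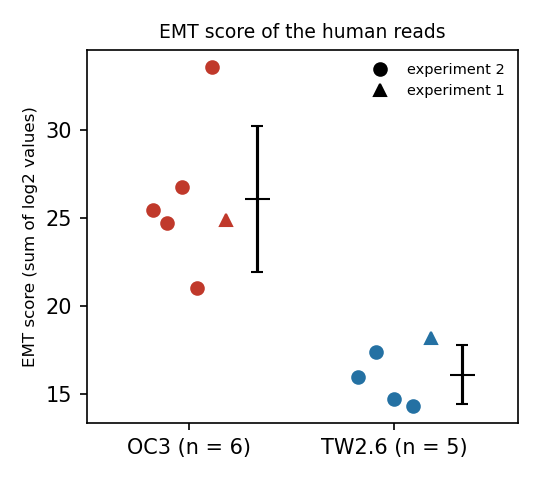
EMT score of the human reads in each xenograft, as a sum of log2 deposited values on the vertical axis, for OC3 and TW2.6 tumors. Each point is 1 xenograft (circles, experiment 2; triangles, experiment 1), and the bars give the mean and SD of each group. The 6 OC3 tumors lay between 21.0 and 33.6, all above the 5 TW2.6 tumors at 14.3 to 18.2. Levels cannot be compared between the experiments.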

We also plotted the expression of the 14 genes that constitute the EMT score (Figure 1a) in each xenograft tissue (Figure S2a). Not all mesenchymal markers of OC3 cells were retained in vivo, e.g., expression levels of ZEB2 and TWIST1 are similar in both groups. Similarly, only three out of five epithelial markers, namely, CLDN4, CLDN7, and CDH1, were preferentially expressed in the TW2.6 group, suggesting that EMT markers identified in vitro should be interpreted with caution.

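ZEB2 (chromosome 2 from 144384081 to 144520119) had a deposited value of 3.82 ± 1.49 (SD, n = 6) in OC3 and 3.90 ± 1.41 (SD, n = 5) in TW2.6, with a log2 fold change of -0.05 (standard error 0.28, adjusted p = 0.895 by limma). For TWIST1 (chromosome 7 from 19113047 to 19117636) the values were 8.72 ± 2.57 (SD, n = 6) in OC3 and 6.53 ± 1.49 (SD, n = 5) in TW2.6, with a log2 fold change of 0.39 (standard error 0.23, adjusted p = 0.178). Neither difference exceeded the spread between tumors, and the direction of ZEB2 was reversed within experiment 2 (0.09, against -0.67 in the pair of experiment 1), while TWIST1 kept its direction in both (0.22 and 1.16). Among the other mesenchymal genes, ZEB1 was higher in OC3 tumors by a log2 fold change of 1.72 (adjusted p = 4.47e-06; 1.69 within experiment 2 and 1.85 in experiment 1). VIM was likewise higher, by 1.13 (adjusted p = 2.92e-04; 1.29 and 0.42). Human FN1 was lower in OC3 tumors, with a log2 fold change of -1.84 (adjusted p = 0.00175; -1.96 and -1.29), and TW2.6 NOG10 held its highest value by a wide margin. TWIST2 stood at no more than 3 reads in all 6 OC3 tumors and was at least 27.6-fold lower there, with 6.13 ± 3.58 CPM (SD, n = 5) in TW2.6 tumors, NOG10 highest, and a log2 difference of -2.29 in the pair. SNAI2 rose by 0.39 (adjusted p = 0.0200; 0.40 and 0.33), below the fold change threshold, and CDH2 by 0.46 (adjusted p = 0.249; 0.51 and 0.26), with OC3 NOG05 set apart at the lowest value. SNAI1 fell under the expression minimum, and its exact permutation test gave p = 0.190.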

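CLDN4 (chromosome 7 from 73830996 to 73832690) had a deposited value of 3.73 ± 2.99 (SD, n = 6) in OC3 and 60.6 ± 30.4 (SD, n = 5) in TW2.6, a log2 fold change of -4.27 (standard error 0.49, adjusted p = 1.47e-05 by limma), with -4.26 within experiment 2 and -4.38 in experiment 1. CLDN7 (chromosome 17 from 7259903 to 7263213) did not exceed 3 reads in any OC3 tumor and reached 17.8 ± 11.3 CPM (SD, n = 5) in TW2.6 tumors, so it was at least 80.2-fold lower in OC3. Its limma fit over all xenografts gave an adjusted p of 3.21e-07, and within experiment 2 alone too few tumors passed the expression minimum for a test, while the pair of experiment 1 differed by -2.40. CDH1 (chromosome 16 from 68737292 to 68835537) had 72.2 ± 25.4 (SD, n = 6) in OC3 and 165 ± 32.3 (SD, n = 5) in TW2.6, a log2 fold change of -1.26 (standard error 0.27, adjusted p = 0.00204), with -1.40 within experiment 2 and -0.66 in the pair. MUC1 (chromosome 1 from 155185824 to 155192915) differed by -0.14 (standard error 0.38, adjusted p = 0.792), and its direction in experiment 2 (-0.31) was opposite to that in the pair (0.63). TJP3 (chromosome 19 from 3708384 to 3750813) was below the expression minimum, with deposited values of 1.43 ± 0.444 (SD, n = 6) in OC3 and 2.37 ± 1.31 (SD, n = 5) in TW2.6 (exact two-sided permutation test, p = 0.104).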

### 2.3. Upregulated Expression of Extracellular Matrix (ECM) and Fibroblast-Related Genes in OC3 CDXs

Next, the same bioinformatics procedures were applied to analyze the murine reads. To avoid ambiguity, the murine/stroma part will be noted with lowercases hereafter. As shown in Figure S1d and Figure 3a, pathways enriched in the OC3 and TW2.6 stroma were apparently different from their tumor counterparts. 

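In the murine reads, 394 of 13555 tested genes passed the same thresholds, with 213 higher and 181 lower in the OC3 stroma. The groups did not overlap in 312 of them, and over all tested mouse genes 5.08% did not overlap, against the 0.433% of chance under the same assumption. Among alternatives that kept the adjusted p, the number moved most within experiment 2, where 750 genes passed, 246 higher and 504 lower in OC3, and 306 of these were shared with the full set. Leaving out 1 xenograft at a time gave 176 to 448 genes, and the experiment as a covariate gave 221. Mouse genes under the expression minimum in all OC3 xenografts of experiment 2 could not be tested there. Of the genes called within experiment 2, 42.9% had the same direction in the same-day pair of experiment 1, made up of 69.5% of those higher and 30.0% of those lower in OC3, where 65.8% of all tested mouse genes were higher and 34.2% lower in OC3 in that pair. The largest rises in the OC3 stroma among DEGs without overlap were in Cilp (log2 fold change 2.55, standard error 0.33, adjusted p = 0.00472 by limma), Col26A1, Gli1, St8Sia2 and Hc (down to 2.05). The largest falls were in Kcne3 (-3.05, standard error 0.29, adjusted p = 0.00117), Cxcl9, Slfn4, Fgf23 and Rsad2 (-2.34). In the pair of experiment 1 the difference was 2.92 for Cilp and -4.09 for Kcne3, but -0.48 for Rsad2 and -0.22 for Fgf23. Cxcl9 had its lowest value in OC3 NOG05, set apart from the other OC3 xenografts.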

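Murine Fn1 had a deposited value of 3466 ± 469.7 (SD, n = 6) in the OC3 stroma and 1905 ± 595 (SD, n = 5) in the TW2.6 stroma. Its log2 fold change was 0.90 (standard error 0.19, adjusted p = 0.0261 by limma), and the exact two-sided permutation test gave p = 0.00866. The difference was 0.89 within experiment 2 (adjusted p = 0.0476) and 0.98 in the pair of experiment 1. With 1 xenograft left out at a time the log2 fold change stayed between 0.79 and 1.07, while the adjusted p ran from 0.00461 to 0.0661 and so crossed 0.05. The 37 collagen genes tested showed no shift as a family, with a mean log2 fold change of -0.01 (camera, adjusted p = 0.529) and 2 of them called higher. Single collagens went both ways, 21 of the 37 being higher in OC3, from 2.45 for Col26A1 to -2.55 for Col17A1. These values are relative to all murine reads and do not measure the collagen fibers that the paper stained. The collagen mean was -0.24 within experiment 2 and 1.01 in the same-day pair, and it turned positive with a pseudocount of 0.1 (0.05). Of the 20 murine genes the paper names for the stroma, 6 had an adjusted p under 0.05 over all genes and 8 over the list alone.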

The OC3 stroma showed fibronectin (Fn1)—and transforming growth factor beta (TGFβ)—related GO terms, including glycosaminoglycan binding, cell adhesion, heparin binding, osteoblast differentiation, extracellular matrix organization, molecules associated with elastic fibers, embryonic cranial skeleton morphogenesis, ECM–receptor interactions, pathways in cancer, and positive regulation of mesenchymal cell proliferation. In addition, genes of the wingless-type MMTV integration site family (Wnt) signaling pathway (e.g., Wnt9A) and metalloproteinases (e.g., Mmp14) were also detected (Figure 3b). 

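Wnt9A had a deposited value of 45.9 ± 5.25 (SD, n = 6) in the OC3 and 12.3 ± 3.38 (SD, n = 5) in the TW2.6 stroma, a log2 fold change of 1.94 (standard error 0.19, adjusted p = 0.00117 by limma). Mmp14 had 1570.4 ± 186 (SD, n = 6) against 943 ± 128 (SD, n = 5), a log2 fold change of 0.74 (standard error 0.13, adjusted p = 0.0148). Both genes separated the groups without overlap and kept their direction within experiment 2 (1.91 and 0.65) and in the same-day pair (2.07 and 1.12). The 8 Wnt ligands tested had a mean log2 fold change of 0.74 (camera, adjusted p = 1.69e-04), with 2 called and 7 higher in OC3, 0.65 within experiment 2 and 1.14 in the pair. Without the filter on low values the Wnt ligands had a mean of 0.19 (adjusted p = 0.114). The 17 matrix metalloproteinases had a mean of 0.03 (camera, adjusted p = 0.663), although 4 of them were called higher. Their mean was 0.06 within experiment 2 and -0.10 in the pair, and it turned to -0.07 at a minimum of 5 CPM.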

Together, these data strongly suggest that the oc3-stroma actively underwent tissue remodeling. It is worth noting that in the TW2.6 strom-enriched GO terms include host keratinocyte differentiation, epidermis development, innate immune responses, and major histocompatibility complex (MHC)-I antigen presentation (Figure 3a,b). Furthermore, the expression levels of macrophage markers (Adgre1, Sirpa), dendritic cell marker (Itgax), and the host ‘don’t eat me’ signal Cd47 [31] are similar between the OC3 and TW2.6 stroma.

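The 17 murine keratin genes tested had a mean log2 fold change of -1.71 in OC3 against TW2.6 stroma (camera, adjusted p = 0.00798), but none of them was called by itself. Within experiment 2 the mean was -3.03, whereas in the pair of experiment 1 it was 4.88, with 15 of the 17 keratins higher in the OC3 stroma. With the inter-gene correlation estimated per family the adjusted p of the keratins was 0.426. H2-D1, an MHC class I heavy chain gene whose reads can be shared with other H2 genes, had 1019.7 ± 354 (SD, n = 6) in the OC3 and 1839 ± 549 (SD, n = 5) in the TW2.6 stroma, a log2 fold change of -0.85 (standard error 0.27, adjusted p = 0.116 by limma). Its difference was -1.22 within experiment 2 (adjusted p = 0.00537) and 0.80 in the pair, where the direction was reversed. Murine B2m was lower in the OC3 stroma in both experiments, with a log2 fold change of -0.79 (standard error 0.15, adjusted p = 0.0184) overall, -0.75 within experiment 2 and -0.99 in the pair, and the adjusted p reached 0.0518 with 1 xenograft left out. The 18 H2 class I genes had a mean of -0.60 (camera, adjusted p = 1.11e-06 at a fixed and 0.258 at an estimated correlation) with 2 called lower, -0.92 within experiment 2 and 0.79 in the pair. The 36 murine interferon-induced genes had a mean of -0.63 (camera, adjusted p = 7.06e-10 and 0.194) with 3 called lower, -0.75 within experiment 2 and -0.19 in the pair. From the Fn1, TGFβ, Wnt and metalloproteinase terms and genes higher in the OC3 stroma, the paper proposes that this stroma underwent active tissue remodeling.

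**Figure D2:**
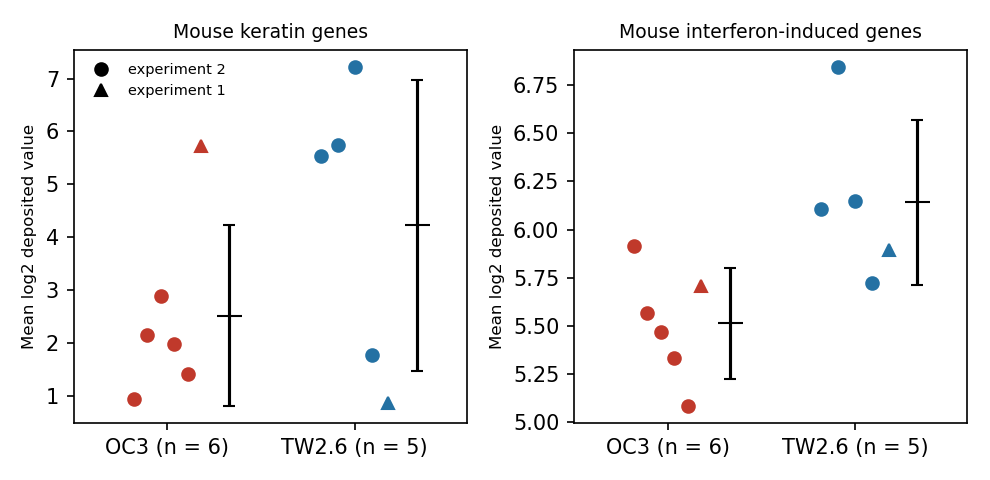
Mean log2 deposited value of the murine keratin genes (left) and of the murine interferon-induced genes (right) in each xenograft, by cell line. Each point is 1 xenograft (circles, experiment 2; triangles, experiment 1), and the bars give the mean and SD of each group. In experiment 2 the keratin mean was 0.93 to 2.88 in the OC3 xenografts, and NOG10 (1.76) was the lowest of the TW2.6 xenografts. In experiment 1 it was 5.73 in OC3 NOG08 and 0.85 in TW2.6 NOG14. Levels cannot be compared between the experiments.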

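None of these 4 genes was called between the OC3 and TW2.6 stroma. Adgre1 had 363 ± 80.5 (SD, n = 6) in the OC3 and 299 ± 65.0 (SD, n = 5) in the TW2.6 stroma, a log2 fold change of 0.28 (standard error 0.19; exact two-sided permutation test, p = 0.182). Sirpa had 419.9 ± 108 (SD, n = 6) against 395 ± 95.6 (SD, n = 5), a log2 fold change of 0.09 (standard error 0.21, adjusted p = 0.873 by limma). Itgax had 243 ± 124 (SD, n = 6) against 171 ± 63.4 (SD, n = 5), a log2 fold change of 0.46 (standard error 0.38, adjusted p = 0.571). Cd47 had 79.2 ± 11.4 (SD, n = 6) against 99.2 ± 16.7 (SD, n = 5), a log2 fold change of -0.32 (standard error 0.15, adjusted p = 0.282), and the exact test taken alone gave p = 0.0260. Within experiment 2 the differences were 0.34 (Adgre1), -0.17 (Sirpa), -0.00 (Itgax) and -0.41 (Cd47). In the same-day pair they were 0.01 (Adgre1), 1.25 (Sirpa), 2.51 (Itgax) and 0.06 (Cd47), so that the direction of Sirpa, Itgax and Cd47 depended on the experiment.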

Since Fn1 appeared in various GO terms enriched in the OC3 stroma, we further validated this bioinformatic finding by using dual immunohistochemical staining. Specifically, tissue sections of six OC3 and six TW2.6 xenografts were co-stained for human KRT18 and murine Fn1. As depicted in Figure 3c and Figure S3a, stronger Fn1 staining is repeatedly detected in the OC3 stroma compared to that of the TW2.6 stroma. Quantitative analysis of Fn1 staining revealed that the difference is statistically significant (50.8% ± 2.5 vs. 18.8% ± 1.5, *p* < 0.0001, Figure 3c). Independently, by using Masson’s trichrome staining, OC3 stroma also harbored a higher extent of collagenous connective tissue fibers than the TW2.6 stroma did (30.5% ± 1.3 vs. 16.5% ± 2.1, *p* < 0.0001, Figure S3), reinforcing the notion that the OC3 stroma was rich in ECM.

### 2.4. The Clinical Relevance of Fn1 and TGFβ Axis Genes in Clinical OSCC Datasets

We were aware that several obvious caveats are inherent to the NOG xenograft study, including the fact that the lack of complete immune systems and human orthologous genes might not be entirely functional in mice. Through the literature search, we chose the TGFβ signaling pathway for further in-depth study since it is evolutionarily conserved in humans and mice [16], and has been repeatedly documented in head and cancer pathogenesis [18,32,33,34,35]. First, we consulted the single-cell RNA-seq dataset GSE103322, comprising ~6000 malignant and non-malignant cells from 18 OSCC tissues, for the cell types that express genes of our interest. Specifically, we extracted expression levels of FN1, TGFβ axis genes (ligands, receptors, and TGFBI), and activated fibroblast markers (FAP, ACTA2/αSMA, CSF1R) from our xenograft datasets (Figure 4a and Figure S4) and GSE103322 (Figure 4b), respectively. When compared side by side, the enriched expression of oc3-Fn1, Tgfb3, Tgfbr2, and Tgfbr3 recapitulated the human orthologs in the stromal compartment of GSE103322. It is tempting to envisage that fibroblasts residing in the OC3 stroma, including prototypical and endothelial derived [36], are likely to be the main source that expressed these genes. 

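Tgfb3 had a deposited value of 202 ± 47.8 (SD, n = 6) in the OC3 and 90.3 ± 18.3 (SD, n = 5) in the TW2.6 stroma, a log2 fold change of 1.16 (standard error 0.19, adjusted p = 0.0107 by limma). Tgfbr2 had 543 ± 43.2 (SD, n = 6) against 334 ± 27.0 (SD, n = 5), a log2 fold change of 0.70 (standard error 0.11, adjusted p = 0.00866). The groups did not overlap in either gene, and the difference held within experiment 2 (0.94 and 0.67) and in the same-day pair (2.10 and 0.85). Tgfbr3 had 104 ± 26.2 (SD, n = 6) against 65.9 ± 14.8 (SD, n = 5), a log2 fold change of 0.65 (standard error 0.20) that did not pass over all xenografts (adjusted p = 0.114). It passed within experiment 2 (0.85, adjusted p = 0.0321) and had the opposite direction in the pair (-0.24). The probability of differential expression, computed from limma's B statistic with a prior proportion of 0.01, was 54.7% for Fn1, 89.4% for Tgfb3, 93.7% for Tgfbr2 and 7.12% for Tgfbr3. For Tgfb1, Tgfb2 and Tgfbr1 it was 0.204%, 0.214% and 0.227%. Fn1 had 17.3% within experiment 2 and 92.7% with a prior proportion of 0.1, and with 1 xenograft left out it ran from 27.3% to 97.3%.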

Of note, conventional activated fibroblast markers were expressed similarly in the OC3 and TW2.6 stroma (Figure S4a), suggesting that activated fibroblasts might also exist in the TW2.6 stroma. 

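Fap had a deposited value of 89.8 ± 20.5 (SD, n = 6) in the OC3 and 61.9 ± 18.3 (SD, n = 5) in the TW2.6 stroma, a log2 fold change of 0.55 (standard error 0.22, adjusted p = 0.214 by limma). Acta2 had 531 ± 98.1 (SD, n = 6) against 596 ± 146 (SD, n = 5), a log2 fold change of -0.15 (standard error 0.19, adjusted p = 0.732), and Csf1r a log2 fold change of 0.39 (standard error 0.18, adjusted p = 0.287). Within experiment 2, Fap was higher in the OC3 stroma by 0.80 and passed the thresholds (adjusted p = 0.0338), while in the pair of experiment 1 it was lower by a log2 difference of -0.58. The corresponding differences were -0.14 and -0.18 for Acta2, and 0.20 and 1.21 for Csf1r.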

Next, we observed high yet not significantly different levels of Tgfbi (Figure 4a) and TGFBI (Figure S4b) were detected in the OC3 and TW2.6 xenografts, which is consistent with comparable levels of TGFBI detected in the stroma and tumor parts of clinical samples (Figure 4b). 

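Murine Tgfbi had 1261 ± 275 (SD, n = 6) in the OC3 and 1036 ± 229 (SD, n = 5) in the TW2.6 stroma, a log2 fold change of 0.29 (standard error 0.19, adjusted p = 0.462 by limma) and a probability of differential expression of 0.515%. Human TGFBI, on chromosome 5 from 136028988 to 136063818, had 1575 ± 349 (SD, n = 6) in OC3 and 1505 ± 541 (SD, n = 5) in TW2.6 tumors, a log2 fold change of 0.10 (standard error 0.22, adjusted p = 0.729). Both differences were smaller than the spread between xenografts. Tgfbi differed by 0.06 within experiment 2 and by 1.30 in the same-day pair, and TGFBI by 0.20 and -0.30.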

Finally, despite TGFB2 and TGFBR3 being preferentially expressed in the OC3 tumor group (Figure S4b), in clinical samples, both genes were not significantly enriched in the tumor cell type (Figure 4b). 

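TGFB2 (chromosome 1 from 218345336 to 218444619) had a deposited value of 12.8 ± 3.86 (SD, n = 6) in OC3 and 3.18 ± 1.25 (SD, n = 5) in TW2.6 tumors, a log2 fold change of 2.02 (standard error 0.26, adjusted p = 3.67e-05 by limma), with 1.86 within experiment 2 and 2.74 in experiment 1. TGFBR3 (chromosome 1 from 91680343 to 91906002) had values from 3.47 to 5.93 in the 6 OC3 and from 1.16 to 2.47 in the 5 TW2.6 tumors, a log2 fold change of 1.32 (standard error 0.21, adjusted p = 2.64e-04), with 1.20 and 1.89 in the same comparisons. Neither gene had overlapping groups. Among the other human TGFβ axis genes, TGFBR1 was also called higher in OC3 tumors (1.32, adjusted p = 0.00297), although it was lower in the pair of experiment 1 (-0.40, against 1.71 within experiment 2). TGFB3 was called lower (-1.01, adjusted p = 6.70e-04; -1.10 and -0.62). TGFB1 was called lower by a narrow margin (-0.89, adjusted p = 0.0332), which with 1 tumor left out reached 0.0731, and its direction was opposite in the pair (0.41, against -1.18). TGFBR2 did not pass (0.41, adjusted p = 0.0930; 0.50 within experiment 2 and -0.01 in the pair).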

We proposed a further separation of tumor cells with malignant-basal (*n* = 1148) from atypical and classical subtypes in the mixed tumor cell population (*n* = 2539) [13] might help to resolve this inconsistency.

### 2.5. The Index of Cancer-Associated Fibroblasts Is Better than the EMT Score in Overall Survival Prediction for Cancer Patients

To further explore the associations of FN1 and TGFβ axis genes with clinical outcomes, the 40 OSCC tissues in the dataset GSE37991 were used. This is a microarray-based transcriptome profile of 40 matched pairs of betel quid-associated OSCC and adjacent normal tissues, dubbed NCKU-OrCA-40TN, established in our institute previously [37]. Prior Cox proportional hazards model assessments revealed that the EMT score, but not lymph node metastasis or angiolymphatic invasion, is a statistical risk factor for overall survival of the 40 OSCC patients (HR = 4.2; 95% CI, 1.3–14; *p* = 0.015) (Figure S4c). The same analysis was performed to evaluate the expression of FN1 and each TGFβ axis gene in bulk tissues. The results showed that TGFB2 (HR = 4.9; 95% CI, 1.4–17; *p* = 0.015) and TGFBI (HR = 11; 95% CI, 2.4–50, *p* = 0.0021) also show statistical significance (Figure S4c). Collectively, these meta-analyses suggest that in a given tissue, aggregated expression of FN1, TGFBR2, TGFB2, and TGFBI might serve as an index for the extent of cancer-associated fibroblasts (CAFs). To test whether the CAF index is similar to the EMT score, an adverse prognosis marker, both the EMT score and the CAF index, of each tumor tissue in GSE37991 were computed, followed by dichotomized Kaplan–Meier survival analysis and Cox proportional hazards model assessment (Figure 5). As expected, both the EMT score and CAF index are powerful predictors, with the latter gaining greater log-rank statistics (6.87 vs. 16.6) and better assignments for patients with shorter survival (red dots in 5a and 5b). The index of CAFs also outperformed the EMT score in multivariate Cox model analysis, i.e., CAF index (HR = 12.5; 95% CI, 2.08–74.9, *p* = 0.006) vs. EMT score (HR = 1.0; 95% CI, 0.24–4.2, *p* = 0.992) (Figure 5c). This result validated that the CAF index reversely correlated with overall survival and is a better predictor than the EMT score for the 40 OSCC patients.

To assess whether the CAF index can serve as a surrogate for poor prognosis in other cancer types, the EMT score and CAF index of each sample in the TCGA pan-cancer cohort (*n* = 9356) comprising 32 cancer subtypes were computed followed by dichotomized Kaplan–Meier survival analysis and Cox model assessment as described above (Figure 6a). Notably, the CAF index is also superior to the EMT score in the Kaplan–Meier plots (log-rank statistics 109.4 vs. 29.89) and in multivariate Cox model analysis (CAF index (HR = 1.5; 95% CI, 1.3–1.6, *p* < 0.001) vs. EMT score (HR = 1.1; 95% CI, 1.0–1.2, *p* = 0.014)), indicating that the applicability of the CAF index is not only limited to OSCC patients. Furthermore, meta-analysis of the CAF index with MET500 [38], a dataset comprising integrative clinical genomics of 811 metastatic tumor samples, revealed a negative correlation between the CAF index and the tumor DNA content (r = −0.383, *p* < 2.2 × 10^−16^) (Figure 6b, left), suggesting that a bulk met tissue is also a composite of tumor cells and stroma. In addition, among the 22 primary sites in MET500, oral cancer has the second highest CAF index, just next to the liver (Figure 6b, right).

### 2.6. Comparison of CAF Index and EMT Score Composed of 76-Gene Signature (76GS)

Recently, Chakraborty et al. [40] demonstrated a high concordance of three transcriptome-based gene metrics, including 76 gene signature (76GS), Kolmogorov–Smirnov test, and multinomial logistic regression, in quantifying the EMT score of a given cell line or clinical sample. To assess whether the CAF index is also superior to these novel EMT matrices, the 76 GS method was chosen and applied to the aforementioned EMT score computation and survival analysis [41]. Briefly, this method calculates the mean-centered weighted sum of 76 gene expression levels for each sample in a given cohort. Since the weight factor is the correlation coefficient with CDH1 expression, positive and negative scores indicate epithelial and mesenchymal phenotypes, respectively. As summarized in Figure A1, EMT scores derived from Salt et al. [12] (EMT_Salt) and Byers et al. [41] (EMT_76GS) reversely correlate with each other in both cell lines (Figure A1a) and clinical samples (Figure A1b,c). In univariate Cox proportional hazard model assessments, EMT_76GS was superior to EMT_Salt in the NCKU-OrCA-40T cohort (Figure A1b) but was inferior to EMT_Salt in the TCGA pan-cancer cohort (Figure A1c). Whereas in multivariate Cox proportional hazards models, the CAF index remains the only covariate that is with statistical significance, reinforcing the notion that the CAF index is a useful complement to the EMT score in prognosis prediction.

## 3. Discussion

By comparative transcriptomic analysis of NOG xenografts derived from OSCC cells with high and low EMT scores, the present study identified a four-gene signature consisting of TGFB2, TGFBR2, TGFBI, and FN1, as the CAF index. Meta-analysis of a betel-quid OSCC dataset and the TCGA pan-cancer cohort indicated that a high CAF index is statistically associated with poor overall survival. As CAF emerged as a critical factor for treatment failures, our results might provide new thoughts for curative medicine in clinical oncology.

In the seminal “consensus molecular subtyping of colorectal cancer” study [5], the consensus molecular subtype (CMS) 4 was noted with mesenchymal, stromal infiltration, TGFβ activation, angiogenesis, and worse relapse-free and overall survival; CMS1 was depicted as MSI/CIMP high, immune infiltration and activation, and worse survival after relapse. Despite the fact that NOG mice only preserve partial immune systems, these biological features are reminiscent of the OC3 xenografts disclosed here, including stronger cellular immune responses (Figure 2 and Figure S2) and higher stroma contents (Figure 3 and Figure S3). Indeed, compared to TW2.6, OC3 is non-tumorigenic in nude and NOD/SCID mice (personal communication), supporting the notion that OC3 is immunogenic in vivo. 

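Among the HLA genes, HLA-B (chromosome 6 from 31353875 to 31357179) had a deposited value of 954 ± 286 (SD, n = 6) in OC3 and 129.9 ± 58.1 (SD, n = 5) in TW2.6 tumors, a log2 fold change of 2.93 (standard error 0.26, adjusted p = 1.47e-06 by limma). HLA-C and HLA-E had log2 fold changes of 1.50 (adjusted p = 2.12e-04) and 1.28 (adjusted p = 3.41e-05), with TW2.6 NOG10 set apart at the highest HLA-C value of its group. Within experiment 2 these genes gave 2.68 (HLA-B), 1.30 (HLA-C) and 1.10 (HLA-E), and in the same-day pair 4.07, 2.45 and 2.10. IFIT2, IFIT3 and IFIT5, which lie beside IFIT1 on chromosome 10 and can share reads with it, had log2 fold changes of 4.05 (adjusted p = 7.10e-06), 4.57 (adjusted p = 6.98e-07) and 1.82 (adjusted p = 1.73e-06). These were 3.44, 4.05 and 1.70 within experiment 2 and 6.82, 6.92 and 2.37 in the pair. IFI44L (chromosome 1 from 78620448 to 78646145) had 135 ± 51.4 (SD, n = 6) in OC3 and 2.36 ± 1.59 (SD, n = 5) in TW2.6, a log2 fold change of 6.00 (standard error 0.38, adjusted p = 7.29e-08), with 5.77 within experiment 2 and 7.12 in the pair. Of the interferon receptor genes, IFNAR1 (0.69, adjusted p = 0.00264; 0.69 within experiment 2 and 0.71 in the pair) and IFNGR2 (1.25, adjusted p = 3.99e-05; 1.31 and 1.00) were called higher in OC3 tumors. IFNAR2 was not called, with 18.2 ± 2.96 (SD, n = 6) in OC3 and 14.1 ± 1.86 (SD, n = 5) in TW2.6 and a log2 fold change of 0.36 (standard error 0.15, adjusted p = 0.0697; 0.41 within experiment 2 and 0.13 in the pair). The chemokine genes CXCL9, CXCL10 and CXCL11, side by side on chromosome 4, had log2 fold changes of 3.10 (adjusted p = 1.07e-08), 3.85 (adjusted p = 1.05e-06) and 4.69 (adjusted p = 3.77e-09). They gave 3.00, 4.17 and 4.83 within experiment 2, and 3.57, 2.50 and 4.08 in the pair.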

Molecularly, increased expression of genes involved in the MHC-I mediated antigen presentation (e.g., B2M, HLA-A, B, C, E), interferon signaling pathways (e.g., IFITs, IFI44/IFI44L, IFNARs, IFNGRs, CXCL9-11, STAT1), and apoptosis program (e.g., CASP8, TRAIL) were evidently detected in the OC3 tumor parts. 

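CD47, on chromosome 3 from 108043091 to 108091031, had a deposited value of 132 ± 22.4 (SD, n = 6) in OC3 and 74.3 ± 20.7 (SD, n = 5) in TW2.6 tumors, a log2 fold change of 0.85 (standard error 0.19, adjusted p = 0.00289 by limma; exact two-sided permutation test, p = 0.00866). Within experiment 2 the log2 fold change was 1.10 (adjusted p = 1.08e-04). In the pair of experiment 1, collected on the same day, CD47 was lower in the OC3 tumor by a log2 difference of -0.23, and that tumor, NOG08, had the lowest CD47 value of the OC3 group.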

Intriguingly, the super-enhancer of CD47, also known as the “don’t eat me signal” [31,42], was likely switched on during OC3 tumor formation, since a significant difference of CD47 expression between the OC3 and TW2.6 tumors was noticed (Figure S2b). Taken together, our results suggest that in vivo OC3 appeared to behave like a CMS1 and CMS4 hybrid in colorectal cancer. Whether immune surveillance and/or immunoediting were a cause for later stromal infiltration awaits further investigation.

The most prominent features in the OC3 stroma are Fn1 and ligands/receptors of the Tgfβ signaling pathway (Figure 3a). Through querying of the expression data of the OSCC single-cell RNA-seq project, the cell source present in the OC3 stroma responsible for expressing Fn1 and Tgfbr2 was confined to fibroblasts (Figure 4). Further, to correlate the xenograft findings with clinical relevance, the Cox proportional hazards model was employed. We anticipated that genes involved in CAFs infiltration of OSCC tissues should have a hazard ratio > 1. Significantly, other than TGFB1, TGFB3, and TGFBR3, the hazard ratios of the other five TGFβ axis genes and FN1 all fulfilled our criteria in which TGFB2 and TGFBI achieved statistical significance (Figure S4c). Thus, we propose that the summed expression of TGFB2, TGFBR2, TGFBI, and FN1 might be an index for CAFs infiltrated in a bulk tissue.

CAFs as a whole are usually considered as resistance factors in cancer therapy. In pancreatic ductal adenocarcinoma, Evans’ lab first illuminated the use of a vitamin D receptor ligand (calcipotriol) to alleviate fibrosis in pancreatitis and human tumor stroma [43]. In colorectal cancer, treatment-naive tumors with high CAFs had a significantly shorter disease-free survival, and resistance to radiotherapy when accompanied by additional stromal signatures [44]. In the phase I clinical trial EDALIN, 3 of 12 patients with metastatic triple-negative breast cancer who received combined chemotherapies of stroma (sonidegib) and tumor (docetaxel) showed clinical benefits, including one patient experiencing a complete response [45]. Recently, in five head and neck patient-derived xenograft mouse models, Yegodayev et al. [18] demonstrated that TGFβ-activated stromal CAFs limited cetuximab efficacy in vivo, which can be improved by an SMAD3 inhibitor, SIS3. Given these promising results, comprehensive consensuses about the roles of CAFs in tumorigenesis are emerging [15,46].

Of note, FN1 is the only molecule overlapping in the gene matrices of the EMT score and CAF index (Figure 5a), implying its essential role in tumor progression. FN1 is a class of adhesive glycoproteins that participate in ECM functions of neoplastic cells, including cell adhesion, proliferation, and migration. With regard to TME ECM, FN1 is essential for initial incorporation and maintenance of latent TGFβ binding protein 1 (LTBP1) and TGFBI [47,48]. FN1 assembled in the tumor stroma initiates a cascade of cellular signaling pathways beneficial to cancer progression [49]. Of particular importance, preclinical and clinical trials using FN1-guided cancer therapies, e.g., the extra domain A and B (EDA/B) of FN1 variants specific to tumor, are areas of active investigation [21,48].

## 4. Materials and Methods

### 4.1. Cell Culture

CGHNC9 [50], OC3 [51], OEC-M1 [52], and TW2.6 [53] were kindly provided by researchers at distinct institutions in Taiwan. All cells were cultivated in specified media as described in the original literature or following the manufacturer’s instructions. Cells were grown in a humidified 37 °C incubator with 5% CO_2_.

### 4.2. Antibodies

The antibodies used in this study were purchased from the following sources: anti-KRT18 (#4548), anti-STAT1 (#9172), and anti-TNFSF10 (#3219) were from Cell Signaling (Danvers, MA, USA); anti-Fn1 (AB2033) was from Millipore (Billerica, MA, USA).

### 4.3. Immunohistochemical Staining

Sections were dewaxed, rehydrated, and incubated with Trilogy^TM^ (Cell Marque, Rocklin, CA, USA) at 121 °C for 10 min to unmask antigens. At room temperature (RT), the slides were immersed in 3% hydrogen peroxide for 15 min to quench endogenous peroxidase activity; and then 1% bovine serum albumin for 60 min to block nonspecific antigenic sites. Slides for single staining were incubated with indicated primary antibodies at 4 °C overnight. After washing with TBS, slides were incubated with horseradish peroxidase (HRP)-conjugated secondary antibodies (#K5007, DAKO, Glostrup, Denmark) for 30 min at RT. Slides for dual immunohistochemical staining (Figure 3a and Figure S3) were incubated with anti-Fn1 and anti-KRT18 at 4 °C overnight. After washing with TBS, slides were incubated with horseradish peroxidase (HRP) and alkaline phosphatase (AP)-conjugated secondary antibodies (MRCT525, Biocare Medical, Pacheco, CA, USA) for 30 min at RT. Color development of the tissue section was conducted by using chromogens diaminobenzidine (Agilent, Santa Clara, CA, USA) for HRP and StayGreen (Abcam, Cambridge, UK) for AP. All slides were counterstained with Mayer’s hematoxylin. Slides were scanned by a Pannoramic MIDI scanner (3DHISTECH, Budapest, Hungary). To quantitate the immunostaining of KRT18 and Fn1 in dual IHC (Figure 3) and collagen fibers in Masson’s trichrome stain (Figure S3), scanned images at 100× magnification were digitized and quantitated by using Immunohistochemistry (IHC) Image Analysis Toolbox in ImageJ (NIH, Bethesda, MA, USA) according to the software documentation.

### 4.4. Animal Experiment

For each mouse, half a million mycoplasma-free TW2.6 or OC3 cells mixed with an equal volume of Corning^®^ Matrigel^®^ matrix (Corning, NY, USA) were subcutaneously implanted into the flank of 10–16- (Exp1) or 11 (Exp2)-week-old NOG. We measured the tumor size and mouse weight twice a week. For Exp1, all tumors were collected on day 68. For Exp2, to obtain tumors with ~500 mm^3^ in size, tumors of TW2.6-NOG were collected on day 32; tumors of OC3-NOG were collected on day 81. All procedures were approved by the Institutional Animal Care and Use Committee of National Health Research Institutes, Taiwan (Protocol No: NHRI-IACUC-106057-M1-A. Approval date: 1 February 2018).

### 4.5. mRNA-Seq Analysis

Total RNA from xenograft tumor tissue was homogenized using MagNA Lyser Green beads (Roche, Indianapolis, IN, USA) by MagNA Lyser (Roche, Indianapolis, IN, USA) followed by extraction using TRIzol^®^ reagent (Invitrogen Life Technologies, Carlsbad, CA, USA) and cleaned up using the RNeasy kit (Qiagen, Hilden, Germany) according to the manufacturer’s instructions, including the optional DNase I digestion step. The purity and concentration of total RNA was measured using a Thermo Scientific NanoDrop 2000 UV-Vis Spectrophotometer (Thermo Scientific, Wilmington, DE, USA). Total RNA integrity was assessed by an Agilent Bioanalyzer and the RNA Integrity Number (RIN) was calculated; samples that had an RIN > 7 were selected for RNA amplification and sequencing. mRNA-seq experiments for OC3-NOG08 and TW2.6-NOG14 were carried out by the VYM Genome Research Center of National Yang-Ming University, Taiwan. All the other mRNA-seq experiments were performed at the Institute of Molecular Biology (IMB) Genomic Core Lab of Academia Sinica, Taiwan.

### 4.6. Bioinformatics Analysis

OSCC cell line cohort: The normalized RNA-seq dataset was downloaded from the NCBI gene expression omnibus (GEO, https://www.ncbi.nlm.nih.gov/gds) under accession number GSE150469. The EMT score for each cell was calculated by summation of the 9 mesenchymal genes followed by subtraction of the sum of 5 epithelial genes (Figure 1a). The Log2 value was applied.

Xenograft datasets: To identify differentially expressed genes (DEGs) and biological pathways enriched in the human (tumor) and mouse (stroma) reads, normalized human and mouse expression matrices were subjected to *GSEA* [26] (Figure S1) and R package *limma* [27] analyses. Selected DEGs (FC > 1.5) were further subjected to gene ontology and pathway enrichment analysis by *DAVID* [28] (Figure 2a and Figure 3a). Differences were considered significant when *p* < 0.05.

OSCC scRNA-seq, NCKU-OrCA-40TN, TCGA pan-cancer, and MET500: The raw expression matrix of the single-cell OSCC RNA-seq dataset was downloaded from UCSC Cell Browser (https://cells.ucsc.edu/). Expression values (TP100K) were normalized, scaled, and log-transformed by using R *Seurat* (v.4.0.0) [54]. *DotPlot* was used to visualize the expression of FN1 and TGFβ axis genes across nine cell types comprising 5902 cells (Figure 4b). The normalized microarray dataset of NCKU-OrCA-40TN [37] was downloaded from NCBI GEO (GSE37991) (Figure 5). Patient information and gene expression for the 9356 patients in GDC TCGA (PANCAN) and of 811 met samples in MET500 were obtained through the UCSC Xena portal [39] (Figure 6). Wherever applicable, the EMT score and CAF index were calculated by using Log2 values. Kaplan–Meier survival analysis and Cox proportional hazards model were performed by using R *survival*, *coxph*, and *ggforest*. The Pearson correlation test of the CAF index and tumor content was evaluated by *cor.test*. In Figure 1c, Figure 3c, and Figure S3d, the unpaired two-tailed *t*-test was applied to evaluate the statistical differences by GraphPad Prism 5.0. Code availability: https://github.com/sflinlab/2020-paper-CAF.idx

## 5. Conclusions

In the present study, we provided evidence that OSCC tumor cells with a high EMT score were associated with an elevated stromal content. Correlational analysis of clinical OSCC datasets with TGFβ axis differentially expressed genes revealed that the summed expression of FN1, TGFB2, TGFBR2, and TGFBI, dubbed as the CAF index, is a powerful predictor in dichotomized survival analysis for patients of diverse cancer subtypes. As the oncogenic roles of otherwise non-malignant CAFs are beginning to emerge, our results might illuminate new targets for curative therapies in clinical oncology.

## Figures and Tables

**Figure 1:**
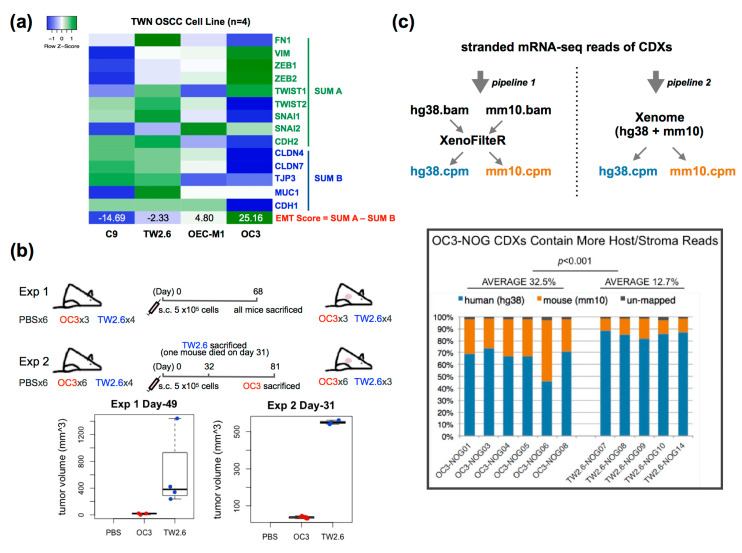
The oral squamous cell carcinoma (OSCC) cell line with a high epithelial–mesenchymal transition (EMT) score is associated with strong stromal infiltration in vivo. (**a**) Heatmap showing expression of 14 EMT genes [12] and derived EMT scores in four oral cancer cell lines: OC3, C9, OEC-M1, and TW2.6; (**b**) Schematic workflow of animal study. s.c., subcutaneous injection. Box plots show smaller tumor volumes were detected in OC3-NOG mice compared to that in the TW2.6-NOG mice in two independent experiments; (**c**) RNA-seq analysis of cell line-derived xenografts (CDXs) from OC3- and TW2.6-NOG mice. (Upper) Reads of tumor cells (hg38) and stromal constituents (mm10) for each CDX were determined by using two pipelines published previously [24,25]. Results from both methodologies revealed OC3 CDXs contain higher fractions of stroma reads. Bar plot shows percentages of tumor and stroma reads in each CDX. Student *t*-test was used to evaluate the difference between OC3 and TW2.6 mouse reads derived from pipeline 1.

**Figure 2:**
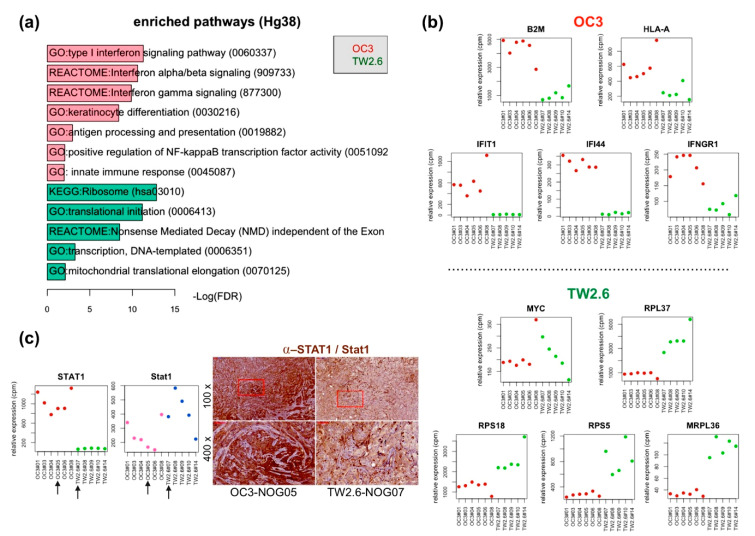
OC3 tumor cells displayed a stronger innate immune response in xenograft tissues. (**a**) Enriched gene ontology terms (fold change > 1.5, FDR < 0.05) in OC3 tumor cells (red) and TW2.6 tumor cells (green); (**b**) Plots of indicated differentially expressed genes in OC3 (upper) and TW2.6 (lower) tumor cells. (**c**) (Left) Plots denote RNA-seq reads of human STAT1 and murine STAT1 in OC3 and TW2.6 CDXs. Arrows indicate samples used for immunohistochemical (IHC) staining. (Right) Representative IHC micrograph images of indicated xenograft sections stained for human and murine STAT1 (brown). Scale bar, 50 μm.

**Figure 3:**
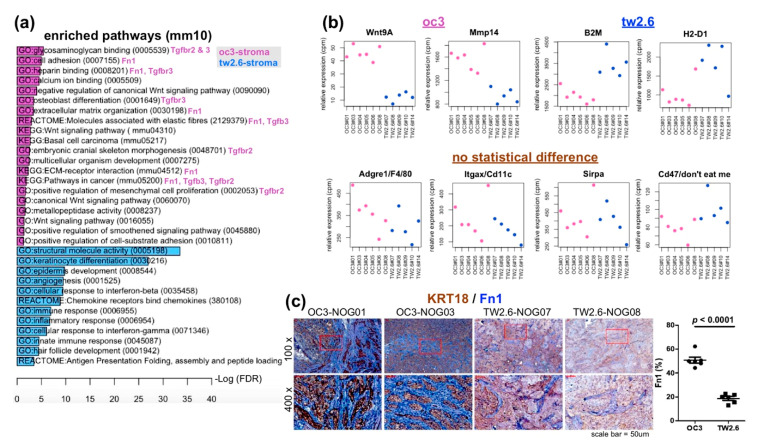
OC3 stromal components displayed upregulated expression of Fn1 and TGFβ-related cellular pathways. (**a**) Enriched gene ontology terms (fold change > 1.5, FDR < 0.05) in OC3 (orchid) and TW2.6 stroma cells (royal blue); (**b**) Plots of indicated differentially expressed genes in the OC3 (oc3) and TW2.6 stroma (tw2.6). Expression levels of genes indicative of macrophages (Adgre1, Sirpa), dendritic cells (Itgax), and cells responsive to immune surveillance (Cd47) in two groups of xenografts are also depicted (no statistical difference); (**c**) Representative immunohistochemistry images of indicative sections co-stained with human KRT18 (brown) and murine Fn1 (blue). Quantitative comparisons of all samples (also refer to Figure S3b) are summarized on the right.

**Figure 4:**
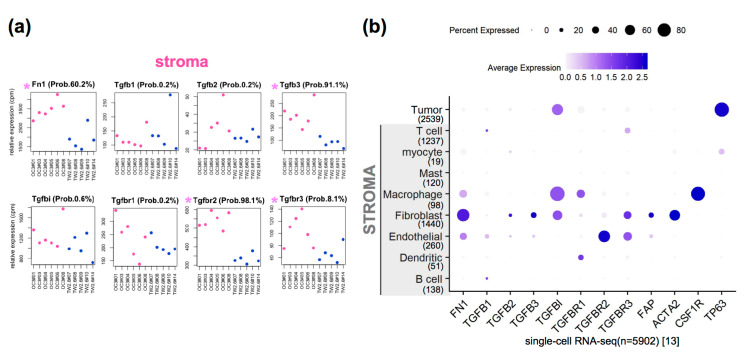
Associations of marker genes to fibroblast infiltration in OC3 xenograft tissues. (**a**) Plots denote expression levels of the murine Fn1 and TGFβ axis genes in each OC3 and TW2.6 CDXs. Probability (Prob.) refers to the *limma* [27] evaluated likelihood that the indicated gene is differentially expressed in the two tested groups. (**b**) Dot plot denotes RNA expression of indicated genes (*x*-axis) across nine cell types (*y*-axis) composing the single-cell OSCC RNA-seq dataset (GSE103322). Dot size indicates the proportion of cells within indicated cell type expressing indicated gene; color intensity represents binned count-based expression level (log(scaled normalized_count + 1)) amongst expressing cells. TP63 serves as a tumor cell marker.

**Figure 5:**
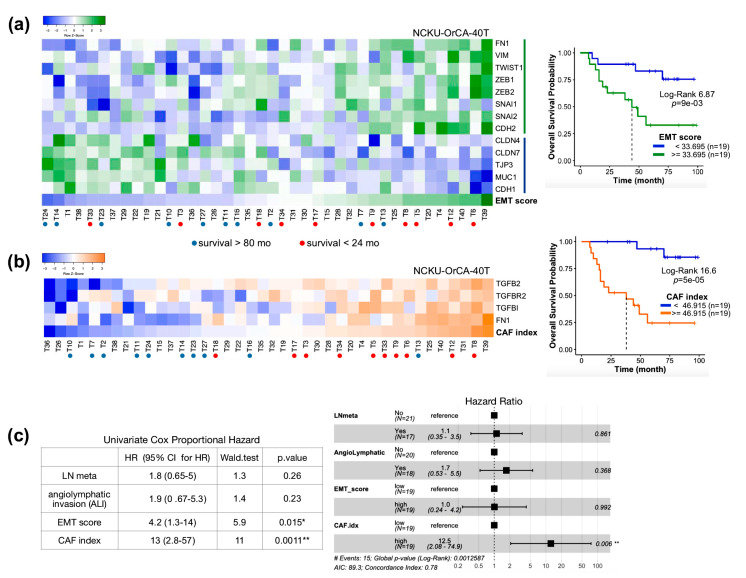
Prognosis evaluation of NCKU-OrCA-40TN (GSE37991) by using the EMT score and CAF index. (**a**) Heat map showing the expression of 14 EMT genes [12] and the EMT score for each tumor tissue (TWIST2 is not available in this dataset). Kaplan–Meier survival plot and Log-rank test statistics are denoted on the right. (**b**) Heat map showing the expression of TGFB2, TGFBR2, TGFBI, FN1, and the summation of the four genes (CAF index) in the 40 tumor tissues. Kaplan–Meier survival plot and Log-rank test statistics are denoted on the right. Patients with top 10 longest and shortest survival times are denoted with blue and red dots, respectively. Note T28 and T32 were not included due to treatment-related death. (**c**) Univariate (left) and multivariate (right) Cox model assessments of lymph node metastasis (LN meta), angiolymphatic invasion, EMT score, and CAF index. * *p* < 0.05, ** *p* < 0.01.

**Figure 6:**
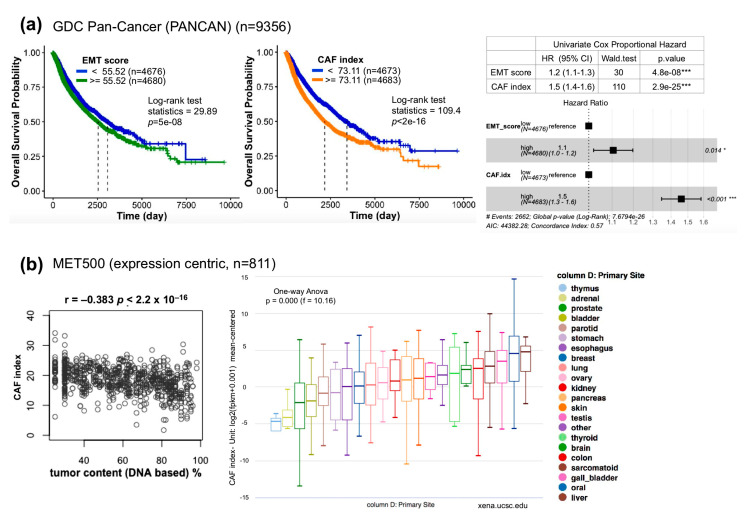
Clinical relevance of the CAF index. (**a**) Kaplan–Meier survival plots of GDC TCGA pan-cancer dataset by using the EMT score (left) or CAF index (right). Univariate and multivariate forest plots of Cox proportional hazards model assessments are summarized to the right. (**b**) Index of CAFs in metastatic cancers [38]. (Left) Pearson correlation analysis between the CAF index and tumor content estimated from exome DNA-seq using CNVs and SNVs. (Right) Box plot denotes CAF indices of each primary cancer type in the MET500. Data access and meta-analyses were performed online through the UCSC Xena portal [39]. Blank areas of the box plot screenshot were cropped for the interest of better visualization. * *p* < 0.05, *** *p* < 0.001.

## Data Availability

The raw and processed xenograft data generated in the current study are available through the Gene Expression Omnibus (GEO, https://www.ncbi.nlm.nih.gov/geo/) with accession number GSE149496. The raw and processed Taiwanese oral cancer cell line data are available through GSE150469.

## Supplementary Materials

The following are available online at https://www.mdpi.com/2072-6694/12/7/1718/s1, Figure S1: Supplementary information related to Figure 1, Figure S2: Supplementary information related to Figure 2, Figure S3: Supplementary information related to Figure 3, Figure S4: Supplementary information related to Figure 4, Text S1: Clonogenic survival assay, Text S2: Spheroid invasion assays, Text S3: Cell proliferation assays.

How the deposited data were processed for this re-analysis (not part of the article)

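RNA from 11 subcutaneous xenografts in NOG mice was compared between 6 OC3 and 5 TW2.6 xenografts, with human reads taken as tumor and mouse reads as stroma. All 11 columns of each table were used, and each xenograft was grouped by its cell line and experiment as the sample labels and the paper give them. The authors assigned the reads with Xenome or XenofilteR and deposited CPM (counts scaled to a common library size) for human (hg38) and mouse (mm10) genes. Which of the 2 pipelines gave the tables, and the aligner, counter, annotation and adjustment between experiments, were searched for in the paper, its figures and the sample labels without a result. The values themselves show that the deposited CPM carry an offset of 1 and a factor per gene that equalizes the mean log2 value of the 2 experiments. The adjustment leaves the differences within each experiment as they were, makes the deviations of OC3 NOG08 and TW2.6 NOG14 mirror each other, and takes up 1 degree of freedom that a comparison without the experiment as a covariate does not subtract. Column sums of the deposited values ran from 761909.5 to 844658 for human and from 742260.3 to 836956 for mouse genes.

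Genes tied at a shared lowest value in at least 4 xenografts of experiment 2 gave the factor of the gene (for Xist, the lowest value shared by the 2 xenografts of experiment 1, assumed to be 0 reads), and the spacing of the CPM below 1 (below 4 where fewer than 60 values lay under 1) gave the value of 1 read and so the number of reads per library. On simulated libraries the depth came out within 1 percent in 11 of 11 human and 11 of 11 mouse libraries. The number of reads sets the counting error only: between xenografts of the same cell line and experiment, the median absolute log2 difference over genes with a deposited value of at least 5 was 0.11 to 0.58 for human and 0.13 to 0.45 for mouse genes. Reads on human genes numbered 13500392 to 31223155 (median 27578149) in OC3 and 15149072 to 40595950 (median 37851000) in TW2.6 xenografts, and reads on mouse genes 5163016 to 22881231 (median 12317744) and 2000413 to 7844787 (median 4654742). Levels at or under 3 reads were treated as the floor.

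Differential expression was tested with limma 3.58.1 in R 4.3.3 (lmFit and eBayes with default settings) on log2 of the deposited value, without covariates. Genes needed a deposited value of at least 2 in at least 5 xenografts, which is a CPM of 1 only where the factor of the gene is 1. With other factors, genes at 0 reads can pass and expressed genes can fall short. Mouse Uty, for example, held a deposited value of 5.61 at 0 CPM in OC3 NOG01. The alternative minimum of 5 CPM was set on the deposited values in the same way. DEGs were called at a fold change above 1.5 and a Benjamini-Hochberg adjusted p below 0.05. Every adjusted p given for a gene comes from limma's moderated test with this adjustment. Every adjusted p given for a family comes from limma's camera test over 10 families. The inter-gene correlation was 0.01 except where an estimated correlation is named. The probability of differential expression was computed from limma's B statistic with a prior proportion of 0.01. For single genes, for the EMT score and for the murine share of reads, an exact two-sided permutation test of the difference in means was run over all 462 arrangements with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1; plots were drawn with matplotlib 3.10.9. The murine share is the sum of the deposited values minus 1 over mouse genes, divided by the value of 1 read, as a percent of the same sum over both species. The genes named are every gene the paper names for the xenografts and, per species, the 5 with the largest rise and the 5 with the largest fall in OC3 among DEGs whose 6 OC3 values all lie on 1 side of the 5 TW2.6 values; results for some of these genes are not reported here. Positions of human genes are from GRCh38.p14, matched by symbol for 59 of 59 named human genes; a mouse annotation was not used here.

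The comparison had been set as log2(CPM + 1) with a minimum of 1 CPM. Because the deposited values already hold the offset of 1, log2 of the deposited value was taken for it. The literal reading, log2(deposited value + 1) with a minimum of 1 on the deposited value, was run as an alternative; the results of both readings had been seen when this was settled, and a later change to the literal reading was considered and not made. The murine share had been set with column sums in place of the deposited values minus 1, and was changed because of the same offset. Values were simulated from the real means at chosen library depths, which rose from the OC3 to the TW2.6 libraries. For mouse genes this order is the reverse of the data. Changed genes were drawn only from genes above a minimum mean value. Limma called 150 of 200 changed human genes, all in the right direction, among 13629 tested. These held 88 of 88 with a 4-fold change, and 9 unchanged genes were called as well. For mouse genes it called 145 of 200 among 14106 tested, all in the right direction. These held 98 of 98 with a 4-fold change, and 11 unchanged genes were called as well. The mouse counts do not show how often changes are found at the lower depth of the TW2.6 stroma. A planted family ranked 1 of 51 in camera, and 1 of 50 random families had an unadjusted p under 0.05.

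Alternatives were a pseudocount of 0.1, no filter, a minimum of 5 CPM, values without log transformation, quantile normalization, centring each xenograft on its median, eBayes with an intensity trend, the experiment as a covariate, experiment 2 only, an unadjusted p or no fold change threshold, a prior proportion of 0.1, an estimated inter-gene correlation, each of the 11 xenografts left out in turn, and the literal reading. Tests on counts were left out because whole reads could not be recovered for nearly all genes. Mitochondrially encoded genes are not in the tables. The gene sets of GO and Hallmark, the cell lines in culture, the single-cell data and the clinical cohorts were not used here.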

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

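The tests of OC3 NOG08, TW2.6 NOG10, the murine share of OC3 NOG06 and Uty were chosen only after the result was seen. Of 184 groups of 5 or 6 xenografts (named genes, scores and the murine share of reads), 19 held a value set far from the rest of its group, where about 9.2 are what chance gives at 1 in 20. OC3 NOG08 accounted for 9 of them, TW2.6 NOG10 for 5, OC3 NOG05 and OC3 NOG06 for 2 each and TW2.6 NOG14 for 1.

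OC3 NOG08, the OC3 xenograft of experiment 1, stood far from the other OC3 tumors in 9 human genes. Its deposited value was 2862 for B2M against 4022 to 4927 in the 5 other OC3 tumors, 92.0 for CD47 against 133 to 161, 516 for RPL37 against 893 to 1007, and 788 for RPS18 against 1262 to 1492. MYC was higher, at 369 against 176 to 199. TWIST2 (1.04 against 0.962 in all 5 others), CLDN7 (1.29 against 0.772 to 0.797), VTCN1 (1.22 against 0.819 to 0.872) and TUSC3 (0.844 against 1.27 to 1.37) are genes at or near the floor in OC3 tumors, where the factor per gene alone sets the experiments apart. TW2.6 NOG14, the other xenograft of experiment 1, stood far above its group in RPS18, at 3707 against 2182 to 2370.3. Over all tested genes, OC3 NOG08 was set apart in 12.3% of the human and 11.4% of the mouse genes, TW2.6 NOG14 in 3.97% and 2.56%. In 99.0% of the 1625 human genes in which OC3 NOG08 was set apart, TW2.6 NOG14 lay on the other side of its own group. The adjustment between experiments fixes most of this share in advance, so it does not decide between the adjustment and a change in the tumors. OC3 NOG08 also differs from the other OC3 xenografts in day of collection and sequencing facility, and none of these can be told apart.

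TW2.6 NOG10 stood far from the other TW2.6 tumors in 5 human genes: HLA-C (169 against 66.9 to 83.9), FN1 (3441 against 1323 to 1526), TWIST2 (12.9 against 4.89 to 6.15) and IRX4 (485 against 105 to 144) were higher, and CASP8 (12.1 against 21.4 to 24.0) was lower. It was set apart in 9.03% of all tested human genes and 6.77% of the mouse genes. Few distinct molecules in this library were weighed as the cause, since few of its low values stood at 1 read. The share of genes set apart was 8.89% among human genes with a mean value below the median and 9.16% among those above it, a ratio of 0.970. Genes near 1 read had been left out by the expression minimum, and the measure is relative to the range of the group, so this ratio does not rule out few molecules. TW2.6 NOG10 also differs from NOG07 to NOG09 in genes of host sex, and no biological explanation was tested.

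OC3 NOG05 stood below the other OC3 xenografts in human CDH2 (2.93 against 6.26 to 9.84) and mouse Cxcl9 (16.5 against 32.9 to 45.5), and OC3 NOG06 above them in human IRX4 (4.78 against 1.94 to 2.46). Without OC3 NOG05, CDH2 was called higher in OC3 tumors (log2 fold change 0.69, limma adjusted p = 0.0383; 0.0383 to 0.433 over its alternatives). Chance alone gives more than 3 such values over all groups checked, and no explanation was tested for them.

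The murine share of reads of OC3 NOG06 was 52.1%, against 24.5% to 31.8% in the 5 other OC3 xenografts. Among genes the paper does not discuss, the skeletal muscle list also stood out there, with a mean log2 deposited value of 7.32 against -0.0829 to 5.98 in the 10 other xenografts. Host muscle collected with the tumor was weighed as an explanation for both. The genes of the list took 0.297% of the murine values in OC3 NOG06 and at most 0.108% elsewhere, and OC3 NOG06 was set apart in 1.35% of the tested mouse genes. Both values are small beside the excess in the share of reads and go against muscle as its main source, though 10 genes cannot show the whole of a tissue and a smaller part cannot be told apart from it. The difference in murine share between the cell lines was 16.4 points without OC3 NOG06.

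The Y-linked gene Uty, which the paper does not discuss, had a deposited value of 89.6 in OC3 NOG04 and 23.7 in TW2.6 NOG10, while the 7 other xenografts of experiment 2 stood at the lowest value. With the factor per gene removed, Uty was 15.0 CPM in OC3 NOG04, 3.22 CPM in TW2.6 NOG10, 26.3 CPM in OC3 NOG08 and 91.6 CPM in TW2.6 NOG14, and 0 elsewhere. Xist was 0.483 CPM in OC3 NOG04, 0.215 CPM in TW2.6 NOG10 and 181 to 404 CPM in the 7 other xenografts of experiment 2. Its factor was taken from the 2 xenografts of experiment 1, whose shared lowest value was assumed to be 0 reads, so that 0 CPM in these 2 is part of the assumption. On this basis 4 xenografts had Uty above 1 CPM with Xist below 1 CPM and 7 the reverse, a pattern that male hosts in these 4 and female hosts in the 7 others may explain. The sex of the mice is not given in the labels used here, and the values rest on the recovered factors, so this remains a hypothesis.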

How the results depend on the processing

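No test in this part was chosen after a result was seen, apart from the reading of the values as log2(deposited value + 1) with a minimum of 1 and the murine share from the value of 1 read alone, which were added after the data had been seen. The main values use log2 of the deposited value, which was settled when the results of both readings had been seen. The main murine share was changed from column sums to deposited values minus 1 after the offset had been found in the values. All other comparisons, thresholds, families, rules for naming genes and alternatives in this part were set before the data were examined. No paired analysis was possible because the OC3 and TW2.6 xenografts share only the number NOG08, which belongs to different mice in different experiments. edgeR and DESeq2 on recovered whole reads were not run because whole reads could not be recovered for nearly all genes, and the murine share without mitochondrially encoded genes was not run because the tables hold none. A minimum of 5 CPM, the restriction to experiment 2 or leaving out a TW2.6 xenograft removed some named genes from the tests, and those give no value there.

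The number of human DEGs (5072) stayed within 1.5 times of itself under every alternative run, from 3925 with a minimum of 5 CPM to 6052 without the fold change threshold; leaving out 1 xenograft gave 4381 to 5101, and log2(deposited value + 1) gave 4661. The share higher in OC3 tumors was 53.4%, 49.3% with quantile normalization and 48.4% with each xenograft centred on its median, 48.8% in experiment 2 only and 50.2% to 60.2% with 1 xenograft left out. The number of mouse DEGs (394) was 206 without log transformation (130 higher and 76 lower), 221 with the experiment as a covariate, 750 in experiment 2 only and 1310 with unadjusted p, and ran from 176 to 448 across the 11 fits that each left out 1 xenograft. The other mouse alternatives gave 352 (no filter) to 490 (quantile normalization). Genes shared with the main comparison had the opposite direction in none of the alternatives for either species. The cause of these changes was not tested.

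Across the named genes, 1743 values under alternatives kept direction and side of the thresholds, 24 lost the call, 6 gained it and 17 changed sign. The sign changes were in genes that were not called. In experiment 2 only, the log2 fold change was -0.31 for MYC, 0.0867 for ZEB2, -0.00491 for Itgax and -0.17 for Sirpa. With 1 xenograft left out, it ran from -0.14 to 0.20 for MYC, -0.19 to 0.12 for ZEB2, -0.36 to 0.12 for MUC1, -0.0113 to 0.29 for human TGFBI, -0.33 to 0.0865 for Tgfb1 and -0.0563 to 0.20 for Sirpa. Murine Fn1 lost the call with the experiment as a covariate (limma adjusted p = 0.0526; 0.00461 to 0.0661 over its alternatives) and in 7 of the 11 fits without 1 xenograft; over all its alternatives, with or without the call, the log2 fold change ran from 0.79 to 1.07. Human TGFB1 lost it without log transformation, with log2(deposited value + 1) and in 7 of those 11 fits (adjusted p 0.0100 to 0.118 over its alternatives, log2 fold change -1.18 to -0.60), murine B2m without OC3 NOG03 (adjusted p 0.0143 to 0.0518 over its alternatives), and IFNAR1 fell below the fold change threshold without TW2.6 NOG10 (0.58). Col26A1, Hc, Rsad2, Fgf23 and Slfn4 lost the call without log transformation. Tgfbr3 (adjusted p 0.0321 to 0.233 over its alternatives), H2-D1 (0.00537 to 0.225 over its alternatives) and Fap (0.0338 to 0.384 over its alternatives) gained it in experiment 2 only, and H2-D1 also without TW2.6 NOG14. The cause was not tested.

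The family results depended most on the inter-gene correlation. With the correlation estimated per family, the mean log2 fold changes stayed as they were, but 0 of 10 families had an adjusted p under 0.05 and 2 an unadjusted p under 0.05. The means and adjusted p were 3.10 and 0.194 for the human interferon-induced genes, 1.76 and 0.258 for HLA class I, -0.61 and 0.258 for the cytosolic and -0.39 and 0.258 for the mitochondrial ribosomal proteins, 0.74 and 0.0735 for the Wnt ligands, -1.71 and 0.426 for the keratins, -0.60 and 0.258 for H2 class I, and -0.63 and 0.194 for the murine interferon-induced genes, each the highest adjusted p over the family's alternatives except for the Wnt ligands (0.117). The mean of the collagens changed sign with a pseudocount of 0.1 (0.0512), without a filter (0.0270), with log2(deposited value + 1) (0.00232) and across the fits without 1 xenograft (-0.14 to 0.0765). That of the metalloproteinases changed sign with a minimum of 5 CPM (-0.0722), with log2(deposited value + 1) (-0.00794) and without 1 xenograft (-0.0511 to 0.11). The Wnt ligands did not pass without a filter (0.19) or with log2(deposited value + 1) (0.21), and the keratins (-2.55 to -0.80) not in every fit without 1 xenograft. Quantile normalization and centring changed the sign of no family mean.

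The number of murine TGFβ axis genes with a probability of differential expression above 50% was 3. It ran from 1 to 4 over 22 alternatives, with 1 without log transformation. For Fn1 the probability was 49.5% with a pseudocount of 0.1, 41.9% without log transformation, 24.7% with each xenograft centred on its median, 40.4% with the experiment as a covariate, 73.7% with quantile normalization, 92.7% with a prior proportion of 0.1, 17.3% in experiment 2 only and 27.3% to 97.3% without 1 xenograft. Tgfb3 fell to 42.8% without log transformation, Tgfbr3 rose from 7.12% to 52.2% with that prior proportion, and Tgfb1, whose log2 fold change changed sign, stayed between 0.170% and 0.339% without 1 xenograft. The cause was not tested. The EMT score difference (8.39 to 12.9), the CAF index difference (1.76 to 2.39) and the murine share difference (16.4 to 21.9 points) kept their direction and an exact p under 0.05 under all alternatives run for them. Depth limits the stroma of the TW2.6 xenografts most: 3 reads correspond to up to 1.50 CPM of mouse genes in the library of lowest depth, so that changes of mouse genes near 1 CPM were not detectable there.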

Differences from the paper's values

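No test in this part was chosen after a result was seen, except where a setting is marked so. The formula of the main murine share was changed after the offset had been found in the values. Each value the paper states for a measure also computed here lay within the spread between xenografts, or within 1.5 times, of the main value here. The murine share of reads was 33.0% in OC3 and 12.8% in TW2.6, where the paper gives 32.5% and 12.7%; the 14 alternatives set before the data were examined did not move either past these limits. The paper states a smaller p for this difference than the exact permutation test can give, whose smallest p is 0.00433.

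The paper's probabilities of differential expression in Fig. 4a, read by eye, are about 60% for Fn1, about 0.2% for Tgfb1, about 0.2% for Tgfb2, about 91% for Tgfb3, about 0.6% for Tgfbi, about 0.2% for Tgfbr1, about 98% for Tgfbr2 and about 8.1% for Tgfbr3. The values here were 54.7, 0.204, 0.214, 89.4, 0.515, 0.227, 93.7 and 7.12% in the same order. With log2(deposited value + 1) and a minimum of 1 on the deposited value, a reading added as an alternative after the values had been seen, they were 60.4, 0.204, 0.217, 91.2, 0.556, 0.229, 98.1 and 8.07%, closer to the figure in Fn1, Tgfb3, Tgfbi, Tgfbr2 and Tgfbr3. Of the 21 alternatives set before the data were examined, 13 gave a value past the limits for Fn1, 16 for Tgfbr3, 9 for Tgfbi, 5 each for Tgfb1 and Tgfbr1, 4 for Tgfb2, 1 for Tgfb3 and 0 for Tgfbr2.

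Several statements of the paper about single genes differed from the values here. The paper lists MYC among genes higher in TW2.6 tumors, whereas its log2 fold change in OC3 was 0.06 (limma adjusted p = 0.868); in experiment 2 only it had the paper's direction, at -0.31 (adjusted p = 0.104; 0.104 to 0.990 over its alternatives), as in some of the fits without 1 xenograft (lowest -0.14), and no setting called it. The paper counts the IFNAR genes among those raised in OC3 tumors; IFNAR2 had a log2 fold change of 0.36 (adjusted p = 0.0697; 0.0364 to 0.164 over its alternatives) and was called under none of the alternatives run, its fold change staying under the threshold.

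The paper lists Tgfbr3 with the genes enriched in the OC3 stroma; its log2 fold change was 0.65 (limma adjusted p = 0.114), and it was called in experiment 2 only (0.85, adjusted p = 0.0321; 0.0321 to 0.233 over its alternatives). The paper shows H2-D1 among the genes enriched in the TW2.6 stroma (Figure 3b); its log2 fold change in OC3 was -0.85 (adjusted p = 0.116), and it was called in experiment 2 only (-1.22) and without TW2.6 NOG14 (-1.06, adjusted p = 0.0372; 0.00537 to 0.225 over its alternatives). The paper lists keratinocyte terms among those enriched in the TW2.6 stroma. Those terms were not tested here, and 0 of 17 keratin genes were called by themselves. The keratin mean had the paper's direction (-1.71, camera adjusted p = 0.00798 at a fixed and 0.426 at an estimated correlation). In the pair of experiment 1 it had the opposite direction (4.88). The paper describes Fap and other markers of activated fibroblasts as similar in both stromas; Fap was not called over all xenografts (0.55, adjusted p = 0.214), but it was called higher in OC3 in experiment 2 only (0.80, adjusted p = 0.0338; 0.0338 to 0.384 over its alternatives).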

Other observations

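No limit in numbers had been set for the tests of direction in the same-day pair; their limits, the comparison with all tested genes, the centring on the pair's median and the form of the test on host skin were chosen only after the result was seen. Of 100 splits of the 11 xenografts into 6 and 5, drawn out of 462 and including the real one, 1 gave as many human DEGs and 1 as many mouse DEGs, in both cases the real split. The highest number in another split was 3080 for human and 124 for mouse genes. Groups that did not overlap were seen in 3941 human and 689 mouse genes, where chance gives 0.433% of the genes, or 57.4 and 58.7. Both comparisons take the 11 xenografts as exchangeable across the 2 experiments, which the adjustment between experiments does not ensure.

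Cell line and day of collection coincide in experiment 2, and 1 pair in experiment 1 was collected on the same day. The days of experiment 2 were chosen to reach a set tumor size, for which the pair was not matched. A direction lost in the pair can therefore also come with unequal tumor size. If the day or the experiment were the cause, the DEGs of experiment 2 alone would keep their direction in that pair in about 50% of the cases. For human genes 66.8% of 5207 did, 84.5% of those higher and 49.8% of those lower in OC3, and 75.5% of those that differed more than 1.5-fold in the pair. The pair itself was shifted, with a median log2 difference of 0.42 over the tested human genes, and after centring on it 71.2% kept their direction. The shift also sets what to compare with: of all genes tested in experiment 2, 65.7% were higher and 34.3% lower in the OC3 tumor of the pair, so that both directions were kept more often than these shares. After centring, 74.9% of the DEGs higher and 67.6% of those lower in OC3 kept their direction. By these later comparisons both directions were kept more often than in all tested genes, whereas against 50% those lower in OC3 were not. A single pair gives no error, and the part of the cell line in the human DEGs cannot be told apart from that of the day, the experiment or tumor size. For mouse genes 42.9% of 750 kept their direction, 69.5% of those higher and 30.0% of those lower in OC3. Of the 463 that differed more than 1.5-fold in the pair, 40.2% did. After centring on the pair's median of 0.35, 47.2% of the 750 kept their direction. Of all tested mouse genes 65.8% were higher and 34.2% lower in OC3 in the pair, close to the shares of the DEGs. After centring, 56.1% of those higher and 42.9% of those lower in OC3 kept their direction. The day of collection or the experiment thus remains a candidate explanation for many stromal differences in experiment 2, in both directions. Unequal tumor size in the pair may also change directions there, and it was not tested. Genes under the minimum in all OC3 xenografts of experiment 2, such as human CLDN7, were missing from these shares in both species. The minimum required 5 xenografts, and experiment 2 held only 4 from TW2.6.

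Human reads assigned to the mouse genome were tested in the form that makes mouse differences follow the human ones. Across 10403 genes with the same symbol in both species, the Pearson correlation of the log2 fold changes was -0.00530 (Spearman 0.0829); genes are not independent replicates. Of 232 mouse DEGs with a human gene of the same symbol, 124 (53.4%) had the same sign in both species. Across the 14 keratins tested in both, the correlation was -0.440 (Spearman -0.301), and 10 of them were lower in the OC3 stroma and higher in the OC3 tumors. These correlations only see reads that follow the human fold change. The TW2.6 libraries hold more human reads per mouse read, so a constant share of misassigned human reads would raise mouse genes there whatever the human fold change, and this was not tested.

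The murine keratins varied widely among the TW2.6 xenografts of experiment 2. Within experiment 2 the list of host skin genes lay at 6.36 or higher in TW2.6 NOG07, NOG08 and NOG09, as mean log2 deposited value. It lay at 3.28 or lower in the rest of that experiment. The adjustment between experiments sets the levels of OC3 NOG08 and TW2.6 NOG14 against these, so only the difference within that pair can be read. The difference between the cell lines was -2.65 (exact permutation test, p = 0.156; 0.468 over 9 marker lists), -4.52 within experiment 2 (exact p = 0.0317) and 5.65 in the pair of experiment 1. Host skin collected with some tumors is a candidate explanation. Within experiment 2 the list of hair follicle genes lay at 5.61 or higher in TW2.6 NOG07 and NOG09. It lay at 1.09 or lower in the rest of that experiment, TW2.6 NOG08 (0.60) included. In the pair of experiment 1 it was higher in OC3 NOG08 by 3.10. The xenografts fall into clusters, so no correlation was computed, and the keratinocyte genes of the TW2.6 stroma cannot be told apart from skin at the edge of the samples.

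The lower ribosomal protein transcripts of OC3 tumors were set against 2 technical explanations. Centring each xenograft on its median removed -9.03% of the mean difference, a negative share because the difference grew, which speaks against the scaling of the CPM. The mouse ribosomal protein genes read in the same libraries were lower in OC3 as well, with a mean log2 fold change of -0.38 over 83 genes, 81 of them lower. A shift of ribosomal protein transcripts common to both species in a library, from the library preparation, the host or human reads assigned to mouse genes, may therefore account for part of the difference, and the human ribosomal difference cannot be told apart from it. Mean log2 values ran from 8.81 to 9.38 in OC3 and from 9.66 to 10.18 in TW2.6 for human, and from 7.38 to 7.95 and from 7.88 to 8.45 for mouse ribosomal protein genes.

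The sex of the host mice did not separate the cell lines. The list of Y-linked genes gave p = 0.935 in an exact permutation test, and the CPM of Uty and Xist, recovered with these factors, gave p = 1 and 0.996. Each cell line had 1 xenograft with Uty in experiment 2 and 1 in experiment 1.

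Of 9 lists of marker genes for host tissues and sexes, the endothelial list was lower in the OC3 stroma, by a log2 difference of -0.81 (exact permutation test, p = 0.00433; 0.0390 over the 9 lists), with all 6 OC3 xenografts below all 5 TW2.6 xenografts; Figure 3a of the paper lists angiogenesis for the TW2.6 stroma. The endothelial difference was -0.98 within experiment 2 (exact p = 0.0159) and -0.0269 in the pair of experiment 1. The fibroblast list was higher in OC3 by 0.44 (exact p = 0.0130), which did not pass over the 9 lists (0.0584), with 0.57 within experiment 2 (exact p = 0.0159) and -0.14 in the pair. The macrophage list differed by 0.0932 (exact p = 0.472), with opposite directions within experiment 2 (-0.0394) and in the pair (0.683). Each value is a share of the murine reads, and the day of collection was not separated from the cell line for these lists.

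The paper derived its index in part from these same xenografts and applies it to clinical samples. A test in them is therefore not independent of the choice of genes. The index was also summed here from the murine genes Fn1, Tgfb2, Tgfbr2 and Tgfbi. It was 36.03 ± 0.66 (SD, n = 6) in the OC3 and 33.98 ± 0.85 (SD, n = 5) in the TW2.6 stroma, a difference of 2.04 (exact permutation test, p = 0.0130), 1.76 within experiment 2 (exact p = 0.0476) and 3.30 in experiment 1. Only TW2.6 NOG10 (35.39) lay within the range of the OC3 xenografts (35.20 to 36.75). The log2 fold changes of the single genes were 0.90 (Fn1) and 0.70 (Tgfbr2), both called, and 0.29 (Tgfbi) and 0.15 (Tgfb2), not called.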
